# A novel role of BPCs in the control of medial domain differentiation during gynoecium development in *Arabidopsis thaliana*

**DOI:** 10.1007/s11103-025-01662-x

**Published:** 2025-12-23

**Authors:** Francesca Caselli, Micaela Palermiti, Rosanna Petrella, Veronica Astrid Morlacchi, Kai Dünser, Jűrgen Kleine-Vehn, Matteo Chiara, Veronica Gregis

**Keywords:** Basic pentacysteine (BPC), SPATULA (SPT), Septum, Carpel margin meristem (CMM), Gynoecium development

## Abstract

The gynoecium, a highly specialized structure in flowering plants, ensures their high reproductive success through the control of different crucial steps spanning from ovule protection to fertilization and seed maturation and dispersion. Multiple *bpc* mutants show reduced vigor, small fruit size and height, a reduced number of seeds and problems in septum fusion and formation. BPCs are known to be involved in the regulation of key factors involved in plant development, and they are thought to function both as activators and repressors of target gene expression. Here we showed that gynoecium development is affected in different multiple mutants of the *Basic PentaCysteine* (*BPC*) genes, where the septum fails to develop properly, and that BPCs of class I and II regulate the expression of different genes involved in carpel development and phytohormonal pathways regulation. Considering the fundamental role of the gynoecium, which affects the reproductive success of the plants, we focused on understanding which genes could be putative direct targets of BPCs and thus involved in gynoecium development. We demonstrated that *SPATULA* and *NO TRANSMITTING TRACT* (*NTT*), which play pivotal roles in carpel and transmitting tract development, are downregulated. As a consequence, *bpc* multiple mutants fail to properly develop the septum and the transmitting tract. Interestingly, among the downregulated genes, we also found *PIN-LIKES3*, whose promoter can be directly bound by BPCs, which is an auxin efflux carrier that regulates and controls cytoplasmic availability of auxin and could also contribute to various growth processes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-025-01662-x.

## Key message

BPC transcription factors orchestrate carpel formation by regulating key targets—including SPATULA and NTT—highlighting their direct, essential role in gynoecium and septum development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11103-025-01662-x.

## Introduction

The gynoecium is one of the most complex organs produced by angiosperms and confers several evolutionary advantages to flowering plants, ensuring a high rate of reproductive success. The gynoecium not only encloses and protects the ovules, but it also functions to capture pollen grains and guide the germinating pollen tubes to the ovules. Furthermore, once fertilization has occurred, the carpel acquires the identity of fruit, harboring the seeds and allowing their dispersion upon maturation (Ferrándiz et al. 2010).

In Arabidopsis, the gynoecium is a bilocular hollow tube, formed by two congenitally fused carpels. This structure starts to arise from the center of the flower at stage 5. Later, carpel walls will differentiate into the valves, while the margins of the fused carpels will start to proliferate inside the hollow tube, giving rise to the medial domain. At stage 10, the two proliferating medial domains fuse in the middle of the gynoecium, leading to the formation of a bilocular structure (Sessions 1997). The medial domain is of fundamental importance, as within this tissue the Carpel Margin Meristem (CMM) differentiates. This meristematic tissue will later give rise to all the medial organs and tissues, among which are ovules, placenta, septum, and transmitting tract (Reyes-Olalde et al. 2013).

Here we showed that BASIC PENTACYSTEIN proteins play a key role in orchestrating the development of this fundamental structure, not only by controlling the expression of several pivotal regulators of gynoecium development, such as *SPATULA* and *NO TRANSMITTING TRACT*, but also through the direct regulation of the auxin carrier *PIN-LIKES 3* within the carpel margin meristem.

BPCs are plant-specific transcription factors, which can act both as activators and repressors of transcription by binding to specific “GA”-rich sequences. In Arabidopsis, this family is composed of seven members, divided into three classes: class I, which includes *BPC1 BPC2*, and *BPC3*, class II, containing *BPC4 BPC5*, and *BPC6* and class III, whose only member is *BPC7.* These factors, with the exception of *BPC5*, which is a pseudogene, are broadly expressed throughout Arabidopsis vegetative and reproductive growth (Meister et al. 2004; Monfared et al. 2011).

Single and double *BPCs* mutants have a wild type-like phenotype; however, the analysis of higher-order mutants allowed a better understanding of the redundancy among the genes of this family. Indeed, mutating all the BPCs of class I (*bpc1*,* bpc2*, and *bpc3*) leads to the onset of severe developmental defects in the inflorescence (Monfared et al. 2011; Simonini and Kater 2014). The mutation of the BPCs of class II, on the other hand, does not cause any visible phenotype (Monfared et al. 2011). Interestingly, in the quintuple mutant, lacking both BPCs of class I and II, the phenotypical defects are enhanced compared to the ones of the *bpc1 bpc2 bpc3* mutant, suggesting a genetic interaction between these two classes of genes (Petrella et al. 2020). Finally, the mutation of *BPC7* alone and in combination with other higher-order mutants does not show or add any phenotypical defect (Monfared et al. 2011).

BPCs exert their function as transcriptional regulators by interacting among themselves and with other factors. One of the better characterized molecular mechanisms of action of the BPCs is indeed their role in the negative regulation of the homeotic gene *SEEDSTICK (STK)*. Both BPC of class I and II can interact with SVP forming a complex that directly binds the promoter of *STK*, inducing DNA looping in this region. The subsequent repression of *STK* is achieved through the recruitment of the Polycomb Repressive Complex 1 (PRC1), which deposits repressive histone markers to induce silencing of the target genes (Kooiker et al. 2005; Simonini et al. 2012; Hecker et al. 2015; Petrella et al. 2020). Similarly, BPCs of class I can interact with members of the PRC2, to correctly confine the expression of *FUSCA3* during seed development (Wu et al. 2020).

In Arabidopsis, BPCs are implied in several developmental processes, spanning from leaves morphology (Lee et al. 2022; Monfared et al. 2011) and stomata development (Liu et al. 2020; Samakovli et al. 2020) to ovules and seed/embryo maturation (Petrella et al. 2020; Wu et al. 2020). Additionally, BPCs were recently correlated with the perception of endogenous stimuli such as circadian oscillations, salinity, and osmotic tolerance (Lee et al. 2022; Li et al. 2021; Yan et al. 2021). Finally, BPCs also appear to be associated with signaling processes involving various hormones, including cytokinin and abscisic acid (Mu et al. 2017; Shanks et al. 2018; Simonini and Kater 2014) and auxin biosynthesis control (Zhao et al. 2024).

Even though our understanding of the functions of these widely expressed factors is continuously expanding, many of the pleiotropic phenotypical defects displayed by BPCs multiple mutants are still unexplained. With our work, we elucidated their role during the development of the female reproductive organ, the gynoecium.

## Materials and methods

### Plant material and growth conditions

*Arabidopsis thaliana* Columbia-0 ecotype (Col-0) was employed in all the experiments. Plants were grown in a controlled environment at 20–22 °C under long-day (16 h light/8 h dark) conditions. The *bpc1-2 bpc2 bpc3* (*bpc123*) and the *bpc1*-2 *bpc2 bpc3 bpc4 bpc6* quintuple mutant (*bpcV*) were previously obtained in our laboratory (Simonini and Kater 2014; Petrella et al. 2020). *bpc4 bpc6* were obtained from Monfared et al. 2011. *spt-11* insertional line corresponds to line WISCDSLOX466B7 from the WiscDsLox T-DNA collection in ABRC and was already described in Ichihashi et al. 2010. The *pBPC6:GFP-BPC6* line employed here was previously described in Shanks et al. 2018.

The *pils3 pils4* double mutant lines were generated using CRISPR/Cas9 gene editing technology (Wang et al. 2015). Mutants were identified in T2 by Sanger sequencing. Lines were back-crossed with Col-0, and homozygous lines were re-sequenced. The identified lines contained a 1 bp insertion in Exon 1 of both *PILS3* and *PILS4*, resulting in premature stop codons in both cases. gRNA and sequencing primers: PILS3 sgRNA target: GGATTTTATATGGCTCTCGATGG; PILS4 sgRNA target: AGCTTCATCGAAACCAGTTGTGG and fwd: TCTTCGGCGGTTCTTGCAGCTC; rev: CCGGCATAAACCACCTGCAATGC (Supplementary Fig. 1). All the mentioned published mutants were genotyped according to the cited literature. Primers employed for genotyping are listed in Supplementary Table 6.

### Technovit inclusion and slide staining

Whole Arabidopsis inflorescences were collected and fixed in FAA (50% ethanol, 5% acetic acid, 3.7% formaldehyde) for 15’ under vacuum and O/N at 4 °C. Gynoecia at the developmental stages of interest were manually dissected from the inflorescence and rehydrated in a series of ethanol solutions. To facilitate the correct orientation of the gynoecia, these are pre-embedded in 1.5% agarose and then dehydrated by passing through a series of ethanol solutions. The samples were then embedded in Technovit^®^ 7100 according to manufacturer instructions (Heraeus Kulzer, Germany). Technovit blocks were sectioned using a microtome (thick section of 10 μm), placed onto glass slides, and air dried.

The slides were stained with 0.5% Alcian blue 8GX (pH 3.1) for 25’ and 0.5% Neutral Red Solution for 5’. Slides were mounted with BioMount and analyzed with the aid of a Zeiss Axiophot D1 microscope equipped with differential interference contrast optics. Flower developmental stages were assigned according to (Smyth et al. 1990).

### RNA extraction and gene expression analysis

Total RNA was extracted from inflorescences using the LiCl method (Verwoerd et al. 1989). RNA samples were treated with DNase and retrotranscribed using the iScript™ gDNA Clear cDNA Synthesis Kit (BIO-RAD). Diluted cDNAs were used as a template for RT-PCR. Transcript detection was carried out with iQ Sybr Green Supermix 2X (Bio-Rad) in a Biorad C1000™ thermal cycler on three technical replicates. Three biological replicates for each experiment were performed. Arabidopsis reference gene UBIQUITIN (At4g36800) was used as an internal reference during the experiments. Employed primers are listed in Supplementary Table 6.

### In situ hybridization analysis

*Arabidopsis thaliana* inflorescences were fixed in FAA (ethanol 50%; acetic acid 5%; formaldehyde 37%), under mild vacuum conditions for 30’, dehydrated in a graded ethanol series, transferred to Bioclear (Bioptica) and then embedded in Paraplast X-tra^®^ (Sigma-Aldrich). Tissue Sect. (7 μm) were hybridized with digoxigenin-labeled RNA antisense or sense probes following the protocol published by Coen and Meyerowitz (1991). *SPT* and *NTT* probes were already described in Heisler et al. (2001) and Crawford et al. (2007), respectively. The newly designed *PILS3* probe specificity was validated by employing the sense probe to hybridize the same tissues employed for the antisense probe. The primers employed for probe amplification are listed in Supplementary Table 6. The sections were analyzed with the aid of a Zeiss Axiophot D1 microscope equipped with differential interference contrast optics. Flower developmental stages were assigned according to Smyth et al. (1990).

### RNA sequencing and DEGs analysis

Total RNA was extracted from 3 biological replicates from both wild type and *bpcV* mutant inflorescences apices with flowers up to stage 12 using NucleoSpin RNA Plant kit from Macherey Nagel. Sequencing libraries were prepared and sequenced on the HiSeq Illumina platform. Paired-end sequencing was performed. Reads were aligned to the Arabidopsis TAIR10 annotation of the *A. thaliana* transcriptome with bowtie2 (Langmead and Salzberg 2012). Gene expression levels were estimated by RSEM (B. Li and Dewey 2011) and differential analyses of gene expression were executed with edgeR (Robinson et al. 2010). The Genewise Negative Binomial Generalized (glmQLFTest) was applied to test for statistically significant differences. P-values were corrected using the Benjamini Hochberg procedure for the control of the False Discovery Rate and only genes showing a p-value < = 0.01 following the FDR adjustment were considered as differentially expressed (DEGs).

Functional enrichment analyses were performed using the ShinyGo 0.76 web interface on the complete collection of DEGs.

### Pscan and enrichment of TF families

Pscan (Zambelli et al. 2009) was employed to identify over-represented position frequency matrices (PFMs) in the promoters of DEGs. PFMs were obtained from the “non-redundant” core collection of plant PFMs as available from the 2020 release of the Jaspar database (https://jaspar.genereg.net/). Promoters were defined as regions spanning 1100 bp (from − 1000 upstream to + 100 bp downstream) from the transcription start site (TSS) of the TAIR 10 gene models. The Benjamini-Hochberg procedure for the control of the False Discovery Rate (FDR) was applied and PFMs, with a corrected pscan *p* value < 0.01 were considered significantly enriched.

Transcription factors (TFs) and corresponding transcription factor binding sites (TFBS) were assigned to a family based on the Jaspar 2020 annotation of Transcription factor families in plants. To identify families of TFs over-represented in any set of DEGs, a contingency table with the following data was computed for every TF family: (a) total number of TFs in the family significantly enriched according to pscan; (b) total number of TFs in the family; (c) total number of TFs of any family significantly enriched according to pscan; (d) total number of TF in Jaspar 2020. A Fisher exact test was applied to test for statistically significant over-representation. P-values were corrected by the Benjamini and Hochberg procedure for the control of False Discovery Rate.

### Chromatin ImmunoPrecipitation (ChIP)

Chromatin immunoprecipitation was performed on whole inflorescences, with flowers up to stage 13 – when anthesis occurs - as described in Gregis et al. (2009). GFP-Trap^®^Magnetic Agarose (Proteintek) was employed to immunoprecipitate the GFP-BPC6 protein. The enrichment of the regions of interest was measured through RT-PCR, as described above. Three biological replicates were performed for each experiment. Fold enrichment was calculated following Matias-Hernandez et al. 2010; normalizing the fold change on *ACTIN7.* Employed primers are listed in Supplementary Table 6.

## Results

### bpc multiple mutants display septum formation defects

The simultaneous mutation of all the BPCs of class I (*BPC1*,* BPC2*, and *BPC3*) causes pleiotropic developmental defects, both during their vegetative and reproductive growth. Such defects are exacerbated in plants in which also BPCs of class II (*BPC4* and *BPC6*) are mutated. These mutants are indeed characterized by reduced vigor and fitness, and a smaller fruit and leaf size (Monfared et al. 2011; Simonini and Kater 2014; Petrella et al. 2020).

As BPCs were reported to be expressed throughout gynoecium development (Luna-García et al. 2024; Monfared et al. 2011), to better understand their role during fruit development, we focused our analyses on the following genotypes: wild type, *bpc1-2 bpc2 bpc3* (hereafter referred to as *bpc123*), *bpc4 bpc6* and *bpc1-2 bpc2 bpc3 bpc4 bpc6* (hereafter referred to as *bpcV*). While *bpc4 bpc6* siliques were found to be similar in length and seed-set to those of wild type plants, *bpc123* mutants exhibited short siliques with a reduced seed-set compared to wild type. Even though the mutation of BPCs of class II alone did not cause any visible defect, the *bpcV* mutants, in which both class I and class II BPCs are mutated, displayed an aggravation of the silique’s phenotypes, confirming the previously reported genetic interaction between BPCs of class I and II (Petrella et al. 2020) (Fig. 1A and Supplementary Fig. 3B-D).

Septum formation and morphology were evaluated in all the genetic backgrounds of interest, in green fully mature siliques. In wild type and *bpc4 bpc6* mutant, the septum is present and completely formed in 48/50 and 47/50 analyzed siliques, respectively, while the remaining siliques showed only partial septum formation. In *bpc123* only 12/50 siliques showed a completely developed septum, 36/50 exhibited a partial septum development and this structure was completely absent in 2/50 siliques. Septum developmental defects were exacerbated when mutants in BPC of class I and class II were combined. In *bpcV*, indeed, none of the analyzed siliques (0/50) were able to develop a complete septum and in 42/50 siliques the septum was absent (Fig. 1A-B and Supplementary Fig. 2).

These morphological analyses clearly showed that BPCs play a fundamental role during carpel development, in particular in septum specification and development. As the septum arises from the fusion of the two septum primordia, which differentiate within the CMMs along with the other medial tissues, between stages 8 and 10 of gynoecium development, *bpc4 bpc6*, *bpc123* and *bpcV* carpels have been studied along the course of these developmental stages (Fig. 1C).

In all the analyzed mutant backgrounds, at stage 8 and stage 9 CMMs start to enlarge and become visible and, at stage 10, in the wild type and *bpc4 bpc6*, the two septum primordia start to fuse giving rise to the septum whereas in *bpc123* and *bpcV* carpels at stage 10 this fusion does not happen, thus impairing septum development (Fig. 1A-B). This morphological defect becomes more evident at later developmental stages (stage 11/12) (Fig. 4E). These analyses strongly indicate that higher-order *bpc* mutants are more severely impaired in septum development, while BPCs of class II alone do not play a major role in this process. As so we decided to conduct further analyses focusing on *bpcV* and *bpc123.*

**Fig. 1:**
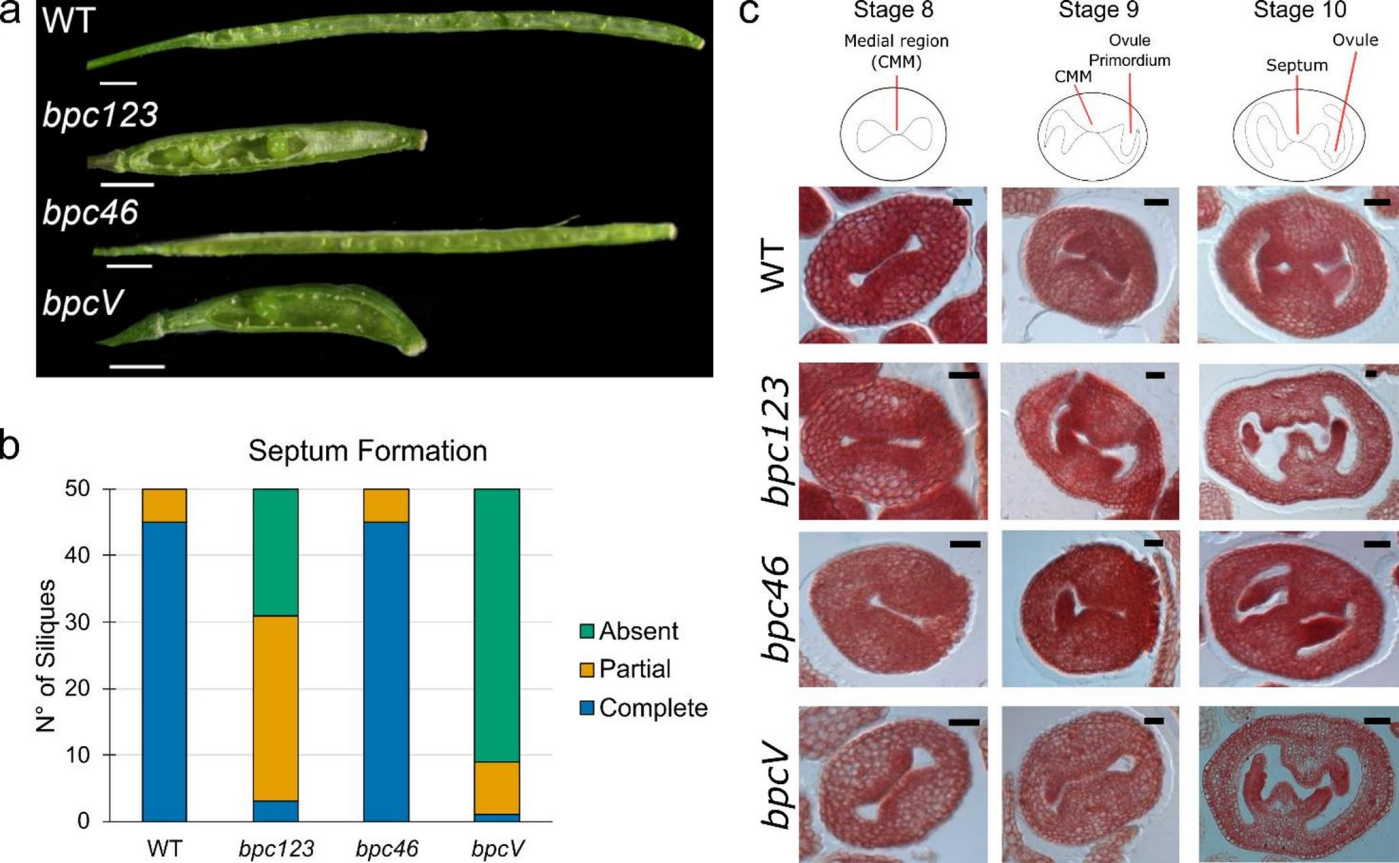
Characterization of multiple *bpc* mutants. **a** Stereomicroscope images comparing opened silique, from which one of the two valves and ovules were removed to show the septum, in wild type, *bpc123*, *bpc46*, and *bpcV* mutants. Scale bar 1 mm. **b** Stacked bar chart showing septum formation, divided into complete, partial or absent, in wild type, *bpc123*, *bpc4 bpc6*, and *bpcV*. 10 siliques were analyzed from 5 independent plants for a total of 50 siliques for each genotype. The chart displays the cumulative numbers from the 50 siliques; the averages per plant and the corresponding statistical analysis are shown in Supplementary Fig. 2a. **c** Schematic representation and optical microscope images of transversal sections of pistils at different developmental stages in wild type, *bpc123*, *bpc4 bpc6*, and *bpcV*. Cell walls were stained with neutral red. Scale bar 20 μm

### BPCs are involved in the regulation of several septum developmental pathways

We aimed to identify target genes and molecular pathways directly or indirectly modulated by BPCs in gynoecium development. 

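RNA was sequenced from 3 biological replicates of wild type and 3 of *bpcV*, the quintuple mutant in which *BPC1*, *BPC2*, *BPC3*, *BPC4* and *BPC6* are mutated. The authors aligned the paired-end reads to the TAIR10 transcriptome with bowtie2 and deposited the expected counts that RSEM estimated for 32678 genes in each library, without normalization. Expected counts are not whole numbers where RSEM divides a read between genes, and they were rounded before the comparison. The total per library ranged from 16196042 to 21455150 expected counts, with a median of 18027075 in wild type and 18335285 in *bpcV*. Genes with few counts were removed with edgeR's filterByExpr at its default minimum count of 10 and minimum total count of 15, which left 20813 genes. Library sizes were scaled with TMM factors, and the genotypes were compared with edgeR's quasi-likelihood test at a Benjamini-Hochberg FDR of 0.01, the test and the threshold of the paper's methods. Expression is given as CPM scaled with these factors, as mean ± SD, and log2 fold changes are *bpcV* relative to wild type. The common biological coefficient of variation was 13.0%. The plot of principal components of log2 CPM separates the genotypes on the first component, with 56.3% of the variance, and spreads the *bpcV* libraries on the second, with 20.3%. With 3 libraries against 3, an exact permutation test cannot give a p-value under 0.1. On simulated counts for 20756 genes of this comparison, the quasi-likelihood test called 4.55% of the genes changed by a log2 of 0.5, 73.1% of those changed by 1 and 94.0% of those changed by 2, with 3 false calls. The simulation changed 200 genes and gave both genotypes the same dispersion. In the real comparison 5881 genes had an unadjusted p under 0.05 in the quasi-likelihood test, so these rates may not hold there.

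**Figure D1:**
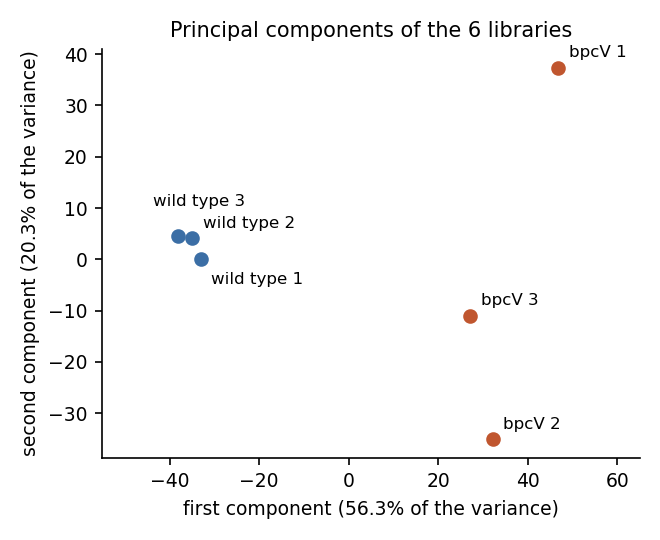
Principal components of the log2 CPM of the 6 libraries, with the first component on the x axis and the second on the y axis, wild type in blue and *bpcV* in orange. The 3 wild type libraries lie close together, and the 3 *bpcV* libraries spread along the second component.

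The mutated genes were examined in every library first. *BPC1* (AT2G01930, chromosome 2 of TAIR10.1 from 427114 to 428900) had 541, 383 and 414 counts in the wild type libraries and 15, 12 and 6 in the *bpcV* libraries, a log2 fold change of -5.25 (standard error 0.242, FDR 3.34e-05 from edgeR's quasi-likelihood test). *BPC2* (AT1G14685, chromosome 1 from 5042240 to 5045556) had 1080, 938 and 1020 counts in wild type and 48, 52 and 34 in *bpcV*, a log2 fold change of -4.43 (standard error 0.170, FDR 1.17e-05 from the same edgeR test). *BPC6* (AT5G42520, chromosome 5 from 17000259 to 17002607) went from 1135, 963 and 1040 counts to 45, 43 and 46, a log2 fold change of -4.48 (standard error 0.102, FDR 5.12e-07 from the same edgeR test). The decrease of *BPC4* (AT2G21240, chromosome 2 from 9101277 to 9103141) was smaller, from 1049, 880 and 961 counts to 544, 584 and 679, with a log2 fold change of -0.62 (standard error 0.0758, FDR 0.00236 from the same edgeR test). Leaving out wild type replicate 1, 2 or 3 or *bpcV* replicate 3 raised the FDR of *BPC4* above 0.01, up to 0.0190, while its log2 fold change stayed between -0.64 and -0.60. *BPC3* (AT1G68120, chromosome 1 from 25526296 to 25527105) had few reads, with 73, 66 and 43 counts in wild type and 63, 71 and 94 in *bpcV*, and its log2 fold change of 0.38 was not past the threshold (standard error 0.215, FDR 0.292 from the same edgeR test). Among the *BPC* genes that are not mutated, *BPC7* (AT2G35550) had a log2 fold change of -0.19 (FDR 0.739 from the same edgeR test), which turned to 0.02 without wild type replicate 3. *BPC5* (AT4G38910), which overlaps AT4G38920 and had whole expected counts in every library, had 0.08 (FDR 0.762 from the same edgeR test).

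**Figure D2:**
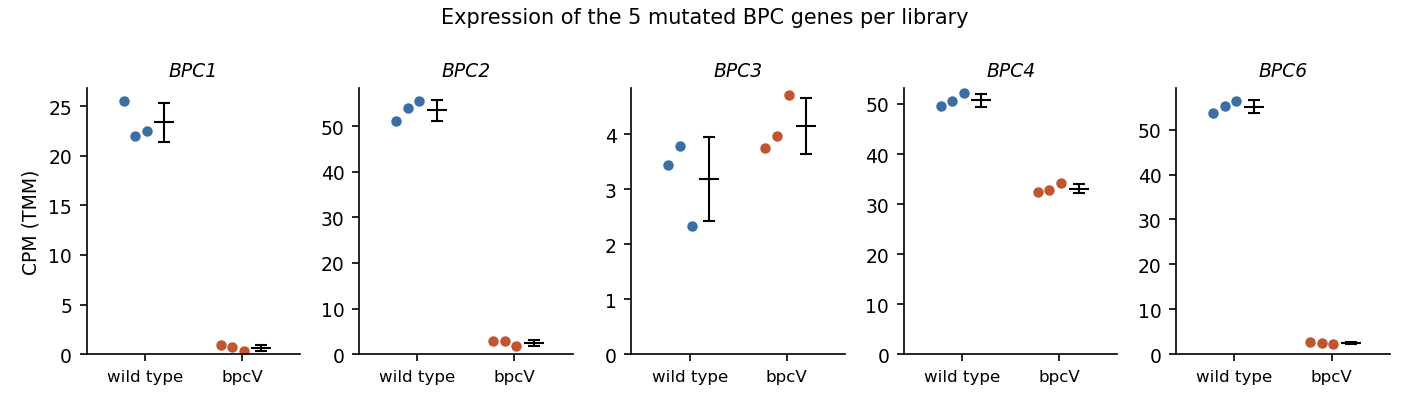
CPM scaled with TMM factors of the 5 mutated *BPC* genes, each point 1 library, wild type in blue and *bpcV* in orange, with the mean and SD (n = 3) in black. *BPC1*, *BPC2* and *BPC6* are near 0 in *bpcV*, *BPC4* is at 33.1 ± 0.941 CPM against 50.8 ± 1.34, and the genotypes overlap for *BPC3*.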

A differential gene expression analysis on inflorescence apices and flowers up to stage 12, which encompasses all the different steps of gynoecium development, was performed on wild type and *bpcV* samples. A total of 2253 genes were found differentially expressed and, among these, 1006 were up-regulated and 1247 down-regulated (Fig. 2A and Supplementary Table 1).

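At an FDR of 0.01 or less in edgeR's quasi-likelihood test, 809 of the 20813 genes tested differed between *bpcV* and wild type, 345 of them up-regulated and 464 down-regulated. Down-regulated genes made up 57.4% of the DEGs. The unadjusted p-value was under 0.05 for 5881 genes. In proportion, the number of DEGs moved most when wild type replicate 2 was left out, to 167 genes, of which 164 were among the 809. With edgeR's likelihood ratio test in place of the quasi-likelihood test it was 2233 genes, with the 809 among them. The 3 libraries of each genotype did not overlap in CPM for 7443 genes, 35.8% of those tested, where chance gives 10%. Among the 736 DEGs with no overlap and a mean log2 CPM of at least 1, the largest decrease was that of AT2G01422, a gene for a non-coding RNA on chromosome 2 of TAIR10.1 from 183940 to 184734, 242380 bp from *BPC1*. It fell from 54.0 ± 2.80 CPM (SD, n = 3) to 0.336 ± 0.118 CPM (SD, n = 3), a log2 fold change of -7.32 (FDR 5.12e-07 from edgeR's quasi-likelihood test). *UMAMIT13* (AT2G37450) followed with a log2 fold change of -6.79, then AT4G04223, a non-coding RNA gene whose expected counts were not whole in 5 of the 6 libraries and are uncertain, with -5.96. After *BPC1*, the next was *BGL2* (AT3G57260), at 23.0 ± 2.98 CPM (SD, n = 3) in wild type and 0.758 ± 0.230 CPM (SD, n = 3) in *bpcV*, with a log2 fold change of -4.92 (FDR 1.95e-05 from edgeR's quasi-likelihood test). These decreases were past the threshold in each of the 6 fits that left out 1 library.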

Functional enrichment showed that the 9 most enriched terms in the “biological process” domain of the gene ontology (GO, Fig. 2D and Supplementary Table 2) were associated with responses to endogenous and external stimuli, and hormones. Equivalent analyses recovered a highly significant enrichment in terms involved in transporter activity and DNA-binding activity when the “molecular function” domain of the gene ontology was considered (Fig. 2E and Supplementary Table 2).

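The genes that Supplementary Table 2 lists for the molecular function term Symporter activity were used to see in which direction the DEGs of a term changed. The gene lists of the other 18 terms of that table were held only in part and were not analysed here. All 27 genes listed for Symporter activity were tested in the 6 libraries, and among those with an FDR of 0.01 or less in edgeR's quasi-likelihood test, 5 were down-regulated and 9 up-regulated. The down-regulated share was 35.7% in the term and 57.7% among the other DEGs (two-sided Fisher's exact test, odds ratio 0.407, p = 0.109, adjusted p = 0.182 over 20 terms), so the direction was not past 0.05 with or without adjustment.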

Several transcription factors (TFs), known to participate in gynoecium and CMM development, as well as effector genes involved, for instance, in hormonal signaling and auxin transport, such as *PIN-FORMED7* (*PIN7*) and *PIN-LIKES3* (*PILS3*), were found to be deregulated in the dataset. 

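*PIN7* (AT1G23080) lies on chromosome 1 of TAIR10.1 from 8180189 to 8183650. Its expression was 92.3 ± 2.81 CPM (SD, n = 3) in wild type and 120.1 ± 5.89 CPM (SD, n = 3) in *bpcV*, higher in every *bpcV* library than in every wild type library. The log2 fold change was 0.38 (standard error 0.0797, FDR 0.0197 from edgeR's quasi-likelihood test). Over 21 alternatives the FDR ranged from 0.00214, with DESeq2, to 0.111, without wild type replicate 2, and it was past 0.01 in 2 of them. *PILS3* (AT1G76520), on the same chromosome, changed in the other direction, with 390, 311 and 309 counts in the wild type libraries and 232, 227 and 196 in the *bpcV* libraries. Of the 25 genes named in the paper that could be measured in these libraries, 7 had an FDR of 0.01 or less over all genes tested and 15 had one adjusted over the list alone (edgeR's quasi-likelihood test). The 7 were *NGA3*, *PIF4*, *PIF5* and the mutated genes *BPC1*, *BPC2*, *BPC4* and *BPC6*, and the 15 include them too. The list of 25 also holds the reference genes AT4G36800 and *ACT7*. Several of the 25 were chosen by the paper from these samples, so the second count is not independent evidence.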

Among the transcription factors, it is worth mentioning *SPATULA* (*SPT*) and *NO TRANSMITTING TRACT* (*NTT*), both downregulated, which play a major role respectively in the specification of CMM and transmitting tract (Crawford et al. 2007; Heisler et al. 2001).

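*SPT* (AT4G36930) lies on chromosome 4 of TAIR10.1 from 17414083 to 17416386. It had 15.6 ± 0.935 CPM (SD, n = 3) in wild type and 10.2 ± 1.055 CPM (SD, n = 3) in *bpcV*, a log2 fold change of -0.61 (standard error 0.115, FDR 0.0128 from edgeR's quasi-likelihood test). Every *bpcV* library was below every wild type library. Over 21 alternatives its FDR ranged from 0.000178, with the likelihood ratio test of edgeR, to 0.0702, without wild type replicate 3. It was past 0.01 with the likelihood ratio test, with DESeq2 (0.00166), with the GC trend removed (0.00930) and without *bpcV* replicate 1 (0.00416).
*NTT* (AT3G57670) lies on chromosome 3 from 21370757 to 21373591. Its expression fell from 15.6 ± 1.19 CPM (SD, n = 3) to 7.44 ± 2.09 CPM (SD, n = 3), a log2 fold change of -1.07 (standard error 0.197, FDR 0.0123 from edgeR's quasi-likelihood test), with no overlap between the genotypes.

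**Figure D3:**
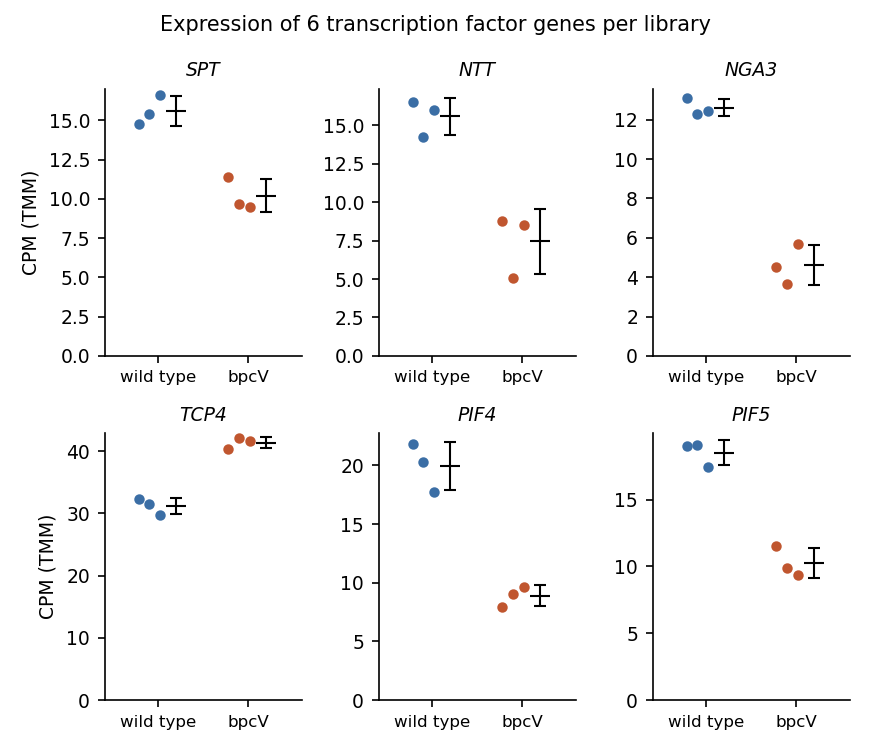
CPM scaled with TMM factors of 6 transcription factor genes, each point 1 library, wild type in blue and *bpcV* in orange, with the mean and SD (n = 3) in black. *TCP4* is higher in every *bpcV* library than in every wild type library, and the other 5 genes are lower.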

To refine our understanding of the complex gene regulatory network controlling carpel development, an in-silico analysis of promoter sequences of the up- and down-regulated DEGs was performed to identify known transcription factor binding sites (TFBS) and associated TF families over-represented in our set of DEGs with the Pscan software (Zambelli et al. 2009). A total of 168 and 119 TFBS were found to be significantly enriched in the down- and up-regulated DEGs, respectively, suggesting that factors belonging to these families might be involved in carpel development, in parallel and/or downstream of the BPCs (Supplementary Table 3). 

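The promoters of the DEGs, from -1000 to +100 bp of the transcription start site in TAIR10.1, were searched on both strands for 5 fixed consensus strings in place of the Jaspar matrices used with Pscan. The strings were RGARAGRRA for the C-box, CACGTG for the G-box, TTGACY for the W-box, CCWWWWWWGG for the CArG-box and CAATNATTG for the HD-Zip site, where R, Y, W and N stand for more than 1 base. Shares were compared with those of the 19815 tested genes that were not DEGs by two-sided Fisher's exact tests, adjusted over 10 tests. Of the 464 down-regulated DEGs, 27.2% had a G-box, against 17.8% of the other genes (Fisher's exact test, odds ratio 1.72, adjusted p = 9.06e-06). C-boxes were present in 55.2% of their promoters against 51.7% (odds ratio 1.15, adjusted p = 0.356 from the same exact test). Over 5 alternatives its odds ratio was 1.13 to 1.26, and the exact test gave an unadjusted p of 0.0153 (adjusted 0.0509) for promoters from -500 to +100, 0.0395 (adjusted 0.0987) for -1000 to +500, 0.0462 (adjusted 0.154) with the background matched on GC content, and 0.0386 (adjusted 0.0816) with DEGs from edgeR's likelihood ratio test. Matched on mean log2 CPM, the adjusted p was 0.390 from the same exact test. W-boxes were present in 73.1% against 70.5% (odds ratio 1.13, adjusted p = 0.375), and CArG-boxes in 8.84% against 8.25% (odds ratio 1.08, adjusted p = 0.690, exact tests). Of these 4 motifs, the G-box alone was past an adjusted p of 0.05. The setting that moved the odds ratio of the G-box most was the likelihood ratio test of edgeR for calling DEGs, with 1.55. The W-box was past an adjusted p of 0.05 in that setting (exact test, odds ratio 1.21, adjusted p = 0.0130), and the odds ratio of the CArG-box went under 1, to 0.965. In promoters from -500 to +100 the CArG-box was at 0.926. Random gene sets of the same size had a motif past an adjusted p of 0.05 in 5 of 100 draws. The plot of promoter shares shows the 5 motifs by direction.

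**Figure D4:**
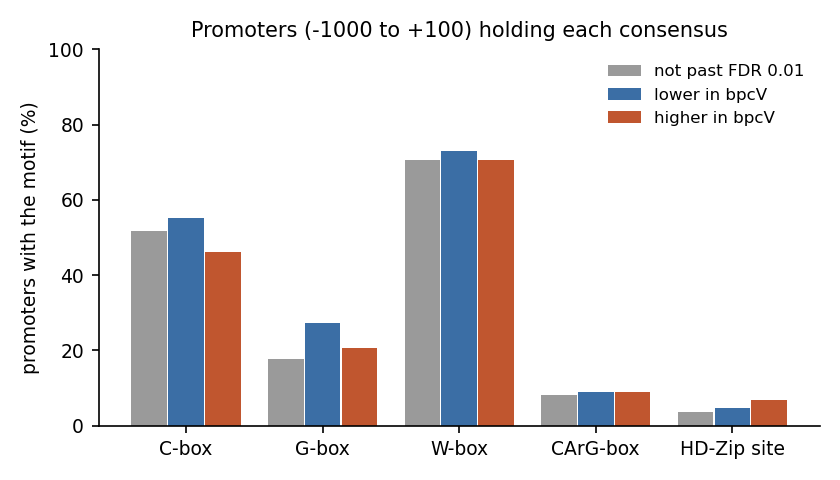
Percent of promoters from -1000 to +100 bp that hold each consensus, for the genes not past an FDR of 0.01 in gray, the genes lower in *bpcV* in blue and the genes higher in *bpcV* in orange. The largest gap between down-regulated DEGs and the other genes is that of the G-box, at 27.2% against 17.8%.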

Regulatory regions of the down-regulated DEGs displayed significant enrichment for G-box like motifs, bound by TF belonging to the bHLH and bZIP TF families (Ezer et al. 2017); C-boxes, associated with BPCs (Kooiker et al. 2005), W-boxes (WRKY genes-GCM domain factors (Ciolkowski et al. 2008) and then CArG-boxes, recognized by MADS domain factors (Muiño et al. 2014) (Fig. 2B).

Up-regulated DEGs displayed a significant enrichment of TFBS associated with the following families of TFs: A.T. hook motif, homeodomain factors, C2H2 zinc finger factors, other C4 zinc finger-type factors, and bHLH (Fig. 2C).

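Of the 344 up-regulated DEGs with a promoter in the reference, 6.69% had the HD-Zip site, a string bound by homeodomain factors, against 3.71% of the tested genes that were not DEGs (two-sided Fisher's exact test, odds ratio 1.86, adjusted p = 0.0452). This call did not hold with promoters from -1000 to +500 (odds ratio 1.65, adjusted p = 0.0849), with a background matched on promoter GC content (1.76, adjusted p = 0.0808) or on mean log2 CPM (1.78, adjusted p = 0.0785), or with DEGs from edgeR's likelihood ratio test (1.37, adjusted p = 0.0816). In promoters from -500 to +100 it held, with an odds ratio of 2.15 (adjusted p = 0.0369 from the same exact test). The G-box, bound by bHLH factors, was present in 20.6% of the promoters of up-regulated DEGs (odds ratio 1.20, adjusted p = 0.356, exact test). Over the alternatives its odds ratio was 1.05 to 1.33, and its smallest adjusted p was 0.0849, for promoters from -1000 to +500. The C-box was present in 46.2% (odds ratio 0.802, unadjusted p = 0.0441, adjusted p = 0.147, exact test). It was past an adjusted p of 0.05 only with DEGs from edgeR's likelihood ratio test (odds ratio 0.798, adjusted p = 0.00261). The binding sites of the A.T. hook and zinc finger factors were not analysed here.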

*A subset of transcription factors and effector genes are likely to be direct targets of BPCs*.

The binding profile of BPCs, as obtained by DNA Affinity Purification sequencing (DAP-seq) assay, was analyzed employing the free-access database Plant Cistrome (http://neomorph.salk.edu/PlantCistromeDB) (O’Malley et al. 2016). The database provides binding peaks for both BPC1 (representative of class I BPCs) and BPC6 (representative of BPCs of class II). 

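Supplementary Table 4 pairs DEGs with the DAP-seq peaks of BPC1 and BPC6, and the direction of its genes was examined in the 6 libraries. All 175 genes of the table were tested, of which 143 were lower and 32 higher in *bpcV*. Their median log2 fold change was -0.75. At an FDR of 0.01 or less in edgeR's quasi-likelihood test, 84 were differentially expressed over all genes tested and 175 when adjusted over the list alone. The list was chosen on these samples, so the second count is not independent evidence. Of the 84, 76 were down-regulated and 8 up-regulated. The down-regulated share was therefore 90.5%, against 53.5% among the other DEGs (two-sided Fisher's exact test, odds ratio 8.25, p = 4.44e-12). The share moved most with FDR at most 0.05, to 81.6% against 50.6% among the other DEGs. Among genes with a mean log2 CPM above the median 36 were down-regulated and 4 up-regulated, against 42.9% down-regulated among the other DEGs. Without wild type replicate 1, 14 of the genes were down-regulated and 2 up-regulated, a share of 87.5% against 70.5% among the other DEGs. That difference was no longer past the threshold (two-sided Fisher's exact test, odds ratio 2.93, p = 0.241).

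**Figure D5:**
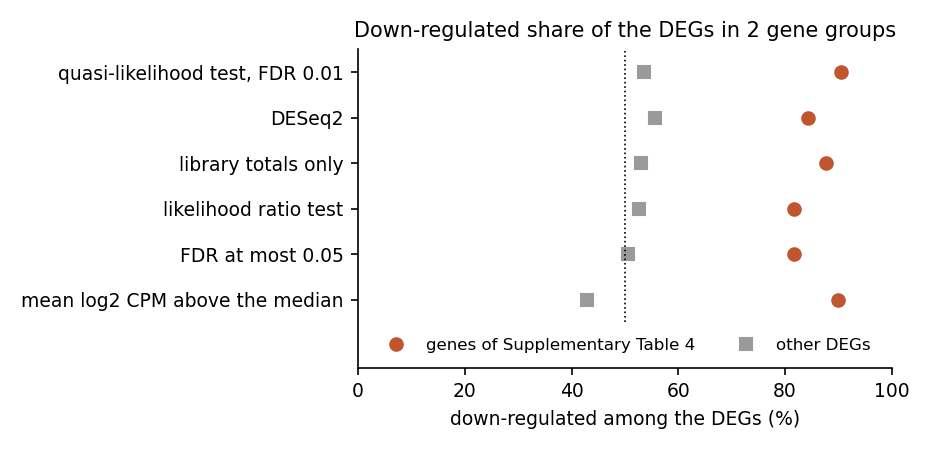
Percent of DEGs that are down-regulated in *bpcV*, on the x axis, for the genes of Supplementary Table 4 (circles) and the other DEGs (squares) under 6 settings, with a dotted line at 50%. The circles lie between 81.6% and 90.5%, and the squares between 42.9% and 55.6%. The fits that each left out a library are not shown.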

A total of 175 DEGs had one or more peaks, obtained from DAP-seq, in their promoter (defined as 1000 upstream and 500 bases downstream to the annotated transcription start site TSS), which suggests a putative role of BPCs in their direct regulation (Supplementary Table 4).

A GO term functional enrichment analysis of these genes recovered a statistically significant enrichment in terms associated with plant organs and morphogenesis, response to hormones, and stimuli (Fig. 2F and Supplementary Table 5). The most over-represented “molecular function” GO terms were related to DNA-binding activity and transcription (Fig. 2G and Supplementary Table 5).

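The gene lists of the 19 terms of Supplementary Table 5 were held in full, and the direction of their DEGs was compared with that of all other DEGs. For DNA-binding transcription factor activity, 13 genes were down-regulated and 1 up-regulated, a down-regulated share of 92.9% against 56.7% among the other DEGs (two-sided Fisher's exact test, odds ratio 9.92, adjusted p = 0.0373 over 20 terms). The term Transcription regulator activity lists the same number of genes and gave the same values. Among the biological process terms, Response to light stimulus had 12 down-regulated genes and 0 up-regulated ones (adjusted p = 0.0353 from the same exact test). The other 16 terms of the table had adjusted p-values of 0.112 to 1. These terms were drawn from the genes of Supplementary Table 4, most of which were lower in *bpcV*. Of the DEGs in that list, 90.5% were down-regulated, so this comparison cannot tell a term's direction from that of the list. With DEGs from edgeR's likelihood ratio test, 0 of the 20 terms were past an adjusted p of 0.05, 5 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0723. Without *bpcV* replicate 1, 10 terms were past it, and 0 were past it in the other 5 fits that each left out a library, of which the fit without *bpcV* replicate 2 had 6 terms at an unadjusted p under 0.05 and the rest 0.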

The genes associated with hormonal response and signaling include several hormone types, spanning from jasmonate to cytokinin and auxin, suggesting that the pleiotropic phenotype of the *bpcV* plants might be linked to the simultaneous alteration of different pathways. Furthermore, a consistent subset of these genes are enzymes directly involved in hormonal regulation rather than transcriptional regulation. 

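For the term Response to hormone, Supplementary Table 5 lists 31 genes. Of these, 13 were down-regulated and 3 up-regulated at an FDR of 0.01 or less in edgeR's quasi-likelihood test, a down-regulated share of 81.2% against 56.9% among the other DEGs (two-sided Fisher's exact test, odds ratio 3.29, adjusted p = 0.130). The 20 genes listed for Hormone-mediated signaling pathway gave 7 down-regulated and 3 up-regulated DEGs (a down-regulated share of 70.0%, adjusted p = 0.623 from the same exact test). Neither share was past an adjusted p of 0.05. From the range of hormones to which these putative direct targets respond, the paper proposes that the pleiotropic phenotype of *bpcV* plants might be linked to several pathways altered at the same time.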

In the auxin case, for instance, these putative direct BPCs targets appear to be involved in both its homeostasis (i.e. AT4G27260) and transport within the cell (i.e. *AUX1* and *PILS3*).

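The gene AT4G27260, named *WES1* in the annotation, lies on chromosome 4 of TAIR10.1 from 13653579 to 13656285. Its expression was 59.7 ± 3.32 CPM (SD, n = 3) in wild type and 41.4 ± 4.69 CPM (SD, n = 3) in *bpcV*. The log2 fold change was -0.53 (standard error 0.103, FDR 0.0149 from edgeR's quasi-likelihood test). It was past 0.01 with DESeq2, with the likelihood ratio test and without *bpcV* replicate 1, within a range of 0.000521 to 0.0732 over 21 alternatives. *AUX1* (AT2G38120), on chromosome 2 from 15972876 to 15977180, was higher in *bpcV*, at 245 ± 23.8 CPM (SD, n = 3) against 167 ± 10.8 CPM (SD, n = 3), a log2 fold change of 0.56 (standard error 0.101, FDR 0.0112 from edgeR's quasi-likelihood test). Its FDR ranged from 0.000107 to 0.0735 over the alternatives and was past 0.01 in 6 of 21. For both genes, the 3 libraries of one genotype did not overlap with those of the other.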

On the other hand, this putative direct targets list also contains transcriptional factors, already known to be specifically involved in gynoecium development in different conditions, such as TEOSINTE BRANCHED 1/CYCLOIDEA/PCF *4*,* NGATHA3*,* PHYTOCHROME INTERACTING FACTOR5* and *NO TRANSMITTING TRACT (*Ballester et al. 2021; Crawford et al. 2007; Reymond et al. 2012; Wang et al. 2024).

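*TCP4* (AT3G15030), on chromosome 3 of TAIR10.1 from 5061681 to 5064152, had 31.2 ± 1.29 CPM (SD, n = 3) in wild type and 41.4 ± 0.870 CPM (SD, n = 3) in *bpcV*. Its log2 fold change was 0.41 (standard error 0.0773, FDR 0.0137 from edgeR's quasi-likelihood test), and its FDR ranged from 0.00171 to 0.0804 over 21 alternatives, 5 of which were past 0.01. *NGA3* (AT1G01030), on chromosome 1 from 11649 to 13714, fell from 12.6 ± 0.425 CPM (SD, n = 3) to 4.61 ± 1.02 CPM (SD, n = 3), a log2 fold change of -1.44 (standard error 0.165, FDR 0.00168 from edgeR's quasi-likelihood test). *PIF5* (AT3G59060), on chromosome 3 from 21827905 to 21830837, fell from 18.5 ± 0.932 CPM (SD, n = 3) to 10.2 ± 1.14 CPM (SD, n = 3), a log2 fold change of -0.85 (standard error 0.113, FDR 0.00322 from edgeR's quasi-likelihood test). Leaving out any wild type replicate or *bpcV* replicate 3 raised the FDR of *PIF5* above 0.01, up to 0.0212 without wild type replicate 2. For these 3 genes the genotypes did not overlap.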

**Fig. 2:**
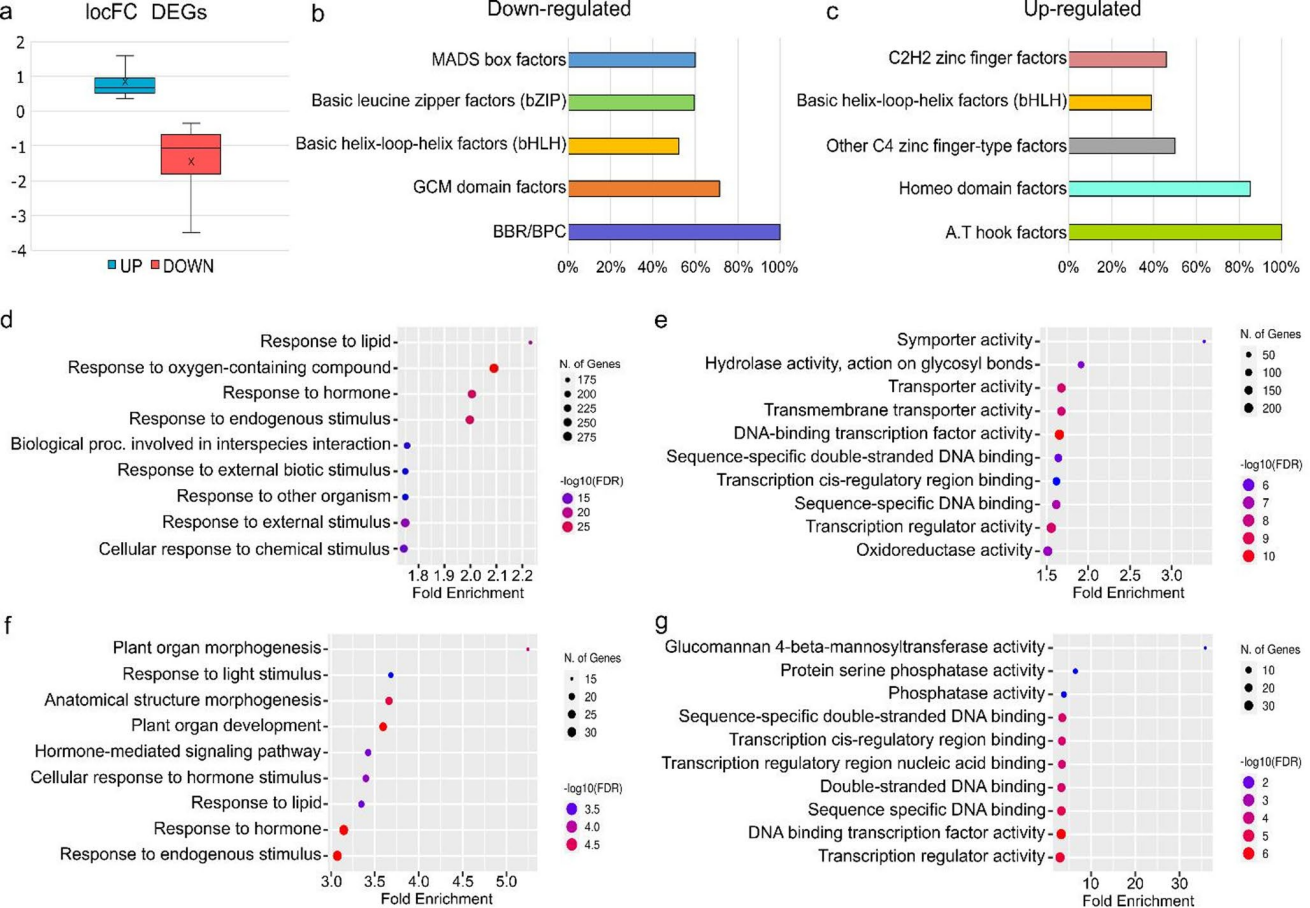
Differential gene expression analysis of wild type and *bpcV* RNAseq. **a** Boxplot showing the distribution of logFC of down-regulated and up-regulated DEGs. **b** and **c** TFBS enrichment analysis. Bars represent the proportion of TFs in TF family -as defined by Jaspar- showing a significant enrichment in the promoters of the Down-regulated and Up-regulated DEGs. **d** and **e** Gene ontology enrichment analysis of the 2253 DEGs for “biological processes” (BP) and “molecular function” (MF), the top 9 top 10 ontologies with the most significant enrichment are shown respectively for BP and MF GO analysis was performed using ShinyGo 0.76 with default parameters. **f** and **g** Gene ontology of intersected genes between DEGs and DAP-seq lists, divided into biological processes and molecular function

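The 345 up-regulated DEGs had a median log2 fold change of 0.85, with quartiles of 0.67 and 1.17. The 464 down-regulated DEGs had a median of -1.25, with quartiles of -2.14 and -0.85. Both medians are taken over the genes past the threshold, so they move with the number of genes called. They were 1.42 and -2.21 without wild type replicate 1, where 172 genes were called. Without *bpcV* replicate 1, where 1249 were called, they were 0.74 and -0.97. These were the extremes of the fits that each left out a library. They do not show that the fold changes of the same genes depend on a single library. The absolute log2 fold change was at least 1 for 36.8% of the up-regulated and 66.2% of the down-regulated genes. The smallest absolute log2 fold change past an FDR of 0.01 in edgeR's quasi-likelihood test was 0.43 among up-regulated and 0.45 among down-regulated genes.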

### BPCs of class I and II positively regulate SPATULA

Among the DEGs highlighted in our transcriptomic analyses, we focused on the bHLH transcription factor SPT, because it plays a fundamental role in gynoecium development, as it connects cytokinin and auxin signaling to the CMM and septum specification pathway (Reyes-Olalde et al. 2017). Moreover, *spt* mutants are characterized by a smaller gynoecium with severe defects in the septum and transmitting tract structures, unfused carpels in the apical part of the ovary, and smaller and wider siliques (Groszmann et al. 2008; Heisler et al. 2001; Reyes-Olalde et al. 2017). Not only *bpcV*, as already predicted by the RNAseq analysis, but also *bpc123* shows a downregulation of *SPT* expression in the whole inflorescence, suggesting that BPCs of class I play a prominent role in the regulation of *SPT*. 

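In the RNA-seq libraries of *bpcV*, *SPT* had 192, 173 and 189 counts, against 313, 268 and 306 in wild type. With each library left out in turn, its log2 fold change stayed between -0.70 and -0.56. Libraries of *bpc123* were not used here.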

(Fig. 3A).

To verify how the spatiotemporal expression profile of *SPT* is affected during CMM and septum differentiation, an in situ hybridization on transversal sections of flowers at different developmental stages was performed. In wild type carpels at stages 8 and 9, *SPT* is mainly expressed in the initiating and developing medial regions. At later developmental stages, the probe signal is detectable in the developing septum, transmitting tract, ovules, and funiculus (Fig. 3B). In both *bpc123* and *bpcV* carpels, *SPT* expression appears to be restricted to a reduced number of cell layers of the developing CMMs (stages 8 and 9) and septum (stages 11 and 12). Interestingly, these are the cells that in wild type plants should normally fuse, giving rise to the septum and transmitting tract (Fig. 3B).

To address the genetic relationship between BPCs and SPT, we analyzed the quadruple mutant *bpc123 spt-11*, in which the strong *spt-11* allele (Ichihashi et al. 2010) was introgressed in the *bpc123* background. The phenotypical defects of *bpc123 spt-11* closely resemble the ones of *bpcV;* plants are smaller compared to the wild type and show smaller siliques and a high number of non-fertilized ovules (Supplementary Fig. 3).

Only 12/50 *spt-11* siliques develop a complete septum while 21/50 siliques can only partially develop this structure. In 39/50 *bpc123* siliques, the septum is only partially developed. Interestingly, the *bpc123 spt-11* exhibits a more drastic phenotype than the triple and single *bpc123* and *spt-11*, respectively, showing the absence of septum in 45/50 siliques analyzed (Fig. 3C).

Taken together, these analyses helped in placing the BPCs upstream of *SPT* in the gene regulatory network leading to septum differentiation. Furthermore, the phenotypical characterization of the *spt-11* and *bpc123 spt-11* mutants hints that once activated, *SPT* controls a partially independent gene pathway that, in parallel to the one controlled by BPCs, contributes to septum development.

**Fig. 3:**
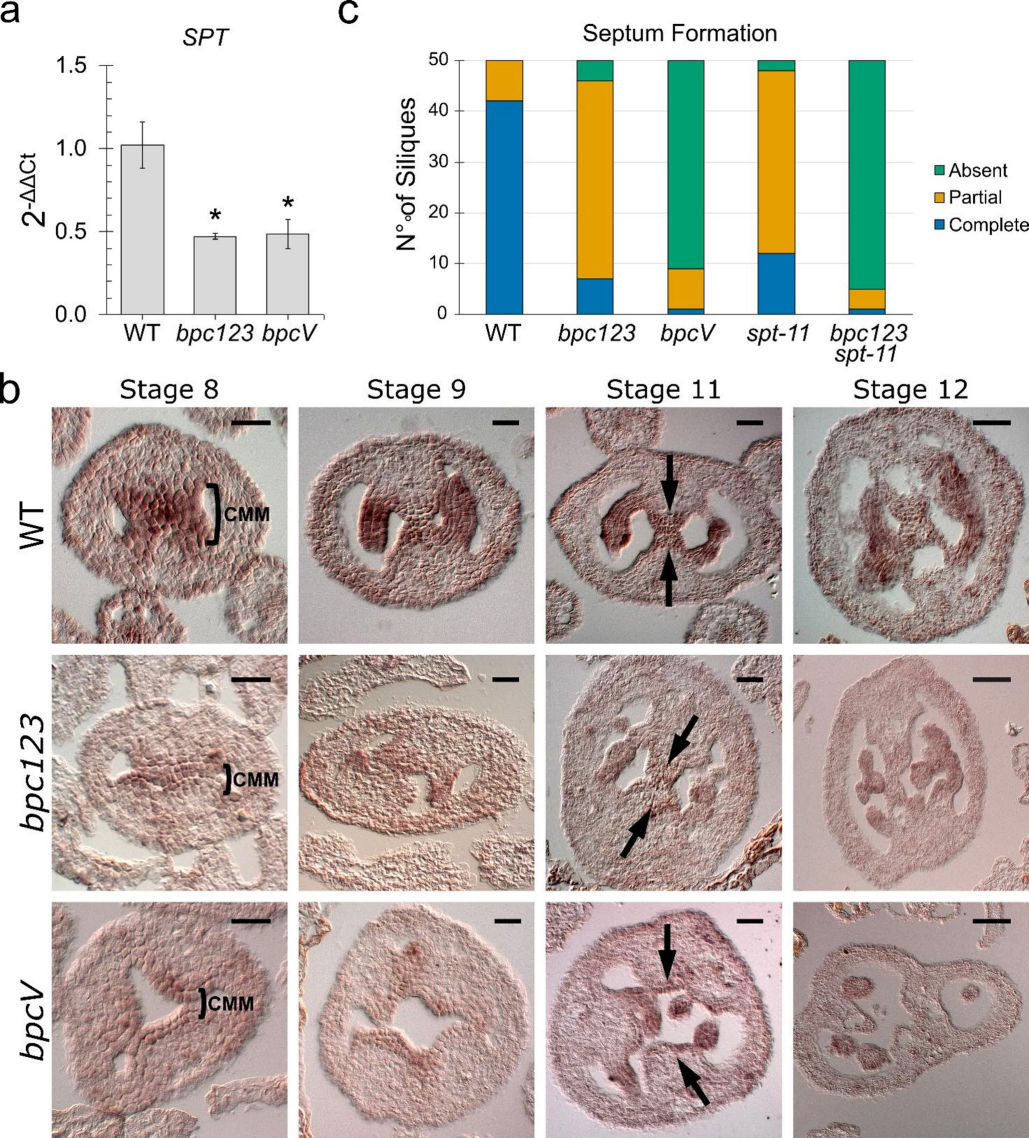
Relationship between *SPT* and *BPCs* **a** RT-PCR showing the expression of *SPT* in *bpc123* and *bpcV*. Expression of *SPT* was normalized to that of UBIQUITIN and the expression level in wild type was set to 1. The experiment was conducted on three biological replicates, and statistical significance was calculated using a t-test, * p value < 0.05. **b** In situ hybridization showing the expression profile of *SPT* in wild type, *bpc123*, and *bpcV* transversal carpel sections at different developmental stages. Brackets at stage 8 indicate the layers of CMM cells expressing *SPT.* Compared to the wild type the signal in *bpc123* and *bpcV* CMM appears to be weaker and confined in the outermost cell layers. At stage 11, the area between the two arrows includes the septum, which in the wild type is correctly fused and shows a strong *SPT* expression. In *bpc123* and *bpcV*, the expression of *SPT* in the same region is weaker and, in *bpcV*, the septum is not properly fused. Scale bar 20 μm (Stage 8, 9–10, 11) or 50 μm (Stage. 12). **c** Septum formation analyses considering a complete, partial or absent septum in wild type, *bpc123*, *bpcV*, *spt-11*, and *bpc123 spt-11*. 10 siliques were analyzed from 5 independent plants for a total of 50 siliques for each genotype. The chart displays the cumulative numbers from the 50 siliques; the averages per plant and the corresponding statistical analysis are shown in Supplementary Fig. 2b

### Transmitting tract differentiation is directly regulated by BPCs

*bpc123* and *bpcV* siliques phenotype is characterized by a defective septum, caused by defects in septum fusion. The septum arises from the CMM, as the placenta, ovules, transmitting tract, stigma, and style, collectively known as the medial tissues.

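In the 3 wild type libraries *NTT* had 349, 248 and 295 counts, and in the *bpcV* libraries 148, 90 and 169. Its FDR in edgeR's fits ranged from 1.28e-05 with the likelihood ratio test to 0.0554 without wild type replicate 1, and 5 of 21 alternatives were past 0.01, DESeq2 and the fits without *bpcV* replicate 1 or 2 among them. With each library left out in turn the log2 fold change stayed between -1.20 and -0.85. In the 3000 bp before the start codon of *NTT*, which is at position 21370936 of chromosome 3 in TAIR10.1, the C-box consensus RGARAGRRA has 12 matches on either strand, several of which overlap. Of these, 10 lie within 500 bp of the start codon, and the nearest ends 6 bp before it.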

The putative BPCs direct targets list includes the C2H2/C2HC zinc finger transcription factor *NO TRANSMITTING TRACT* (*NTT*), which was found to be downregulated in *bpcV* and to have a BPC-bound DAP-seq peak in its promoter. As the name suggests, the *ntt* mutant is severely impaired in transmitting tract differentiation, affecting pollen tube growth (Crawford et al. 2007; Herrera-Ubaldo et al. 2019).

In wild type pistils, at stages 8 and 9, *NTT* is expressed in the medial domain, where the two septum primordia are specified. At later stages, its expression marks the medial tissues and the developing septum and transmitting tract. While in *bpc123* this pattern seems to be maintained, *bpcV* shows a reduction in the *NTT* probe signal, particularly in stages 8–10 supporting the RNAseq results. Indeed, comparing the expression pattern of *NTT* in the wild type and *bpcV* starting at stages 9 and 10, it is possible to observe a reduction in the number of CMM cells in which this gene is expressed (Fig. 4A). The different downregulation levels of *NTT* in *bpc123* and *bpcV* were further confirmed via RT-PCR and correlate well with the different severity of phenotypes registered in the two mutants (Fig. 4B).

To better understand the gene regulatory network controlled by BPCs and the role the SPT plays in it, we decided to investigate the expression pattern of *NTT* in *spt-11* and *bpc123 spt-11.* From stages 9 and 10, similarly to what was observed in *bpcV*, the *NTT* signal is confined in fewer cells in *spt-11* compared to the wild type. This reduction appears even more drastic in the *bpc123 spt-11* quadruple mutant, suggesting that the BPCs and SPT can autonomously control *NTT* expression and therefore, probably, septum development and fusion (Fig. 4A-B).

Our analysis of publicly available DAPseq data suggested that BPCs can directly bind the *NTT* promoter on a region close to the translational start site characterized by the presence of two C-boxes, the BPCs binding motif (Fig. 4B). To confirm the binding in vivo in the tissues of interest, a Chromatin Immunoprecipitation (ChIP) assay was carried out employing the *pBPC6:GFP-BPC6* line. The *NTT* promoter region corresponding to the DAPseq coordinate was found to be highly enriched in this line, further supporting the idea that *NTT* expression is directly induced by BPCs (Fig. 4C).

We next wondered whether *NTT* downregulation is correlated with transmitting tract defects in the BPC mutants. In wild type carpels at stage 12 this tissue is completely differentiated and the extracellular polysaccharidic matrix can be stained with alcian blue. In *bpc123* and *bpcV* carpels, instead, only a few cells display a weak blue color, indicating an impairment in transmitting tract specification. Interestingly, the ability to differentiate the transmitting tract is also lost in *spt-11* and *bpc123 spt-11* quadruple mutants, confirming a genetic interaction between this gene and the BPCs (Fig. 4D-E).

**Fig. 4:**
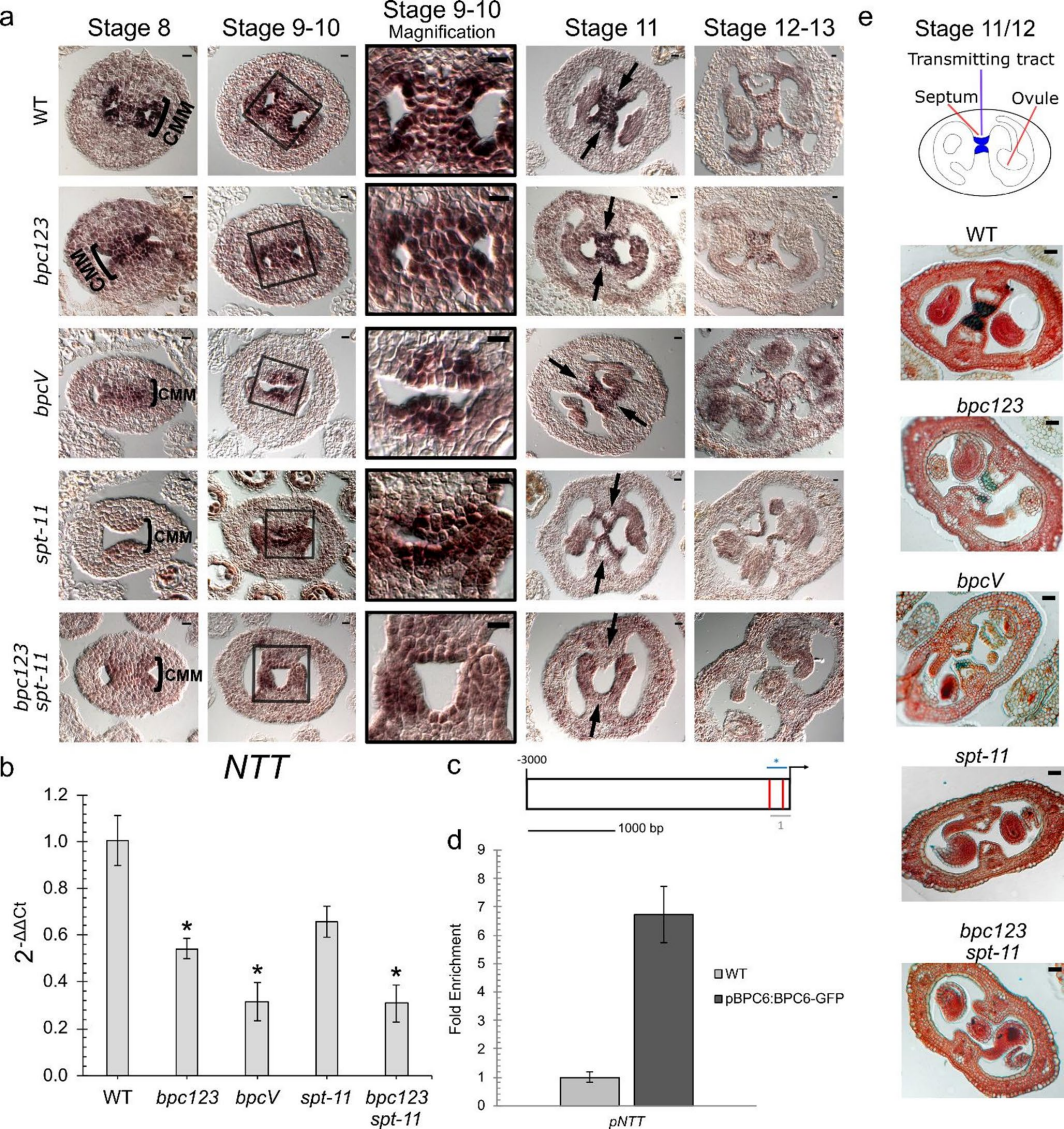
Transmitting tract differentiation is impaired in BPCs mutants **a** In situ hybridization evaluating *NTT* expression pattern in wild type, *bpc123*, *bpcV*,* spt-11* and *bpc123 spt-11* mutants in transversal carpel sections. Brackets at stage 8 indicate the layers of CMM cells expressing *NTT.* Compared to the wild type the signal in *the mutants* appears to be weaker and confined in only a few cell layers. The squared area at stage 9–10, which includes the CMM, is also shown magnified. At stage 11, the area between the two arrows includes the septum. Scale bar 20 (Stage 8, 9–10, 11) µm or 50 μm (Stage 12) **b** RT-PCR showing the expression of *NTT* in *bpc123*,* bpcV*,* spt-11* and *bpc123 spt-11*. Expression of *NTT* was normalized to that of UBIQUITIN and the expression level in wild type was set to 1. The experiment was conducted on three biological replicates, statistical significance was calculated using a t-test, *p value < 0.05. **c** Schematic representation of *NTT* promoter region from the start codon to -3000 bp. Red lines represent C-boxes; grey line represents the selected region for ChIP assay; blue line and asterisk represent DAP-seq peak coordinates. **d** ChIP results of one representative experiment out of three independent biological replicas showing fold enrichment values of region 1 of *NTT* promoter in the *pBPC6:GFP-BPC6* line compared to wild-type. **e** Schematic representation of a transversal gynoecium at stage 11–12, Transversal sections of gynoecium at stage 11–12, stained with neutral red to visualize the cell wall and alcian blue to visualize the extracellular matrix of the transmitting tract. Scale bar 50 μm

### BPCs control PILS3 expression within the septum

The correct patterning and differentiation of the CMM partially relies on precise auxin distribution, which is in some measure controlled by SPT (Reyes-Olalde et al. 2017). Interestingly, the DEG list in the *bpcV* mutant was significantly enriched in terms related to hormonal response and transporter activities (Fig. 2B-C). 

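*PILS3* (AT1G76520) lies on chromosome 1 of TAIR10.1 from 28714765 to 28717910. It had 17.7 ± 0.833 CPM (SD, n = 3) in wild type and 12.1 ± 2.04 CPM (SD, n = 3) in *bpcV*, with no overlap between the genotypes. The log2 fold change was -0.55 (standard error 0.135, FDR 0.0347 from edgeR's quasi-likelihood test). Over 21 alternatives its FDR ranged from 0.00413, with edgeR's likelihood ratio test, to 0.126, without wild type replicate 1, and the likelihood ratio test was the 1 alternative past 0.01. The adjusted p of DESeq2 was 0.0141. With each library left out in turn, the log2 fold change stayed between -0.65 and -0.41. The C-box consensus has 4 matches in the 3000 bp before the start codon at position 28715384, of which 2 lie within 500 bp.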

Among the genes sharing this function, *PILS3* was found to be moderately downregulated (LogFC − 0.55, FDR 0.015) and its promoter regions contain a BPC-bound DAPseq peak, making it a potential direct target of BPCs. PILS proteins are intracellular auxin transport facilitators at the endoplasmic reticulum, where they control cytoplasmic availability of auxin, contributing in this way to various growth processes (Barbez et al. 2012; Béziat et al. 2017; Feraru et al. 2019; Waidmann et al. 2023).

The expression pattern of *PILS3* was investigated via in situ hybridization in wild type pistils at different developmental stages, to start to elucidate the possible role of this transporter within the septum. Interestingly, the expression of this transporter at stages 8–10 was found to be confined in the outermost cell layer of the CMM, which is the one responsible for septum fusion, and in the external epidermal layer of the carpel. At later stages, *PILS3* is also expressed in the funiculus and developing ovules. The pattern of expression of *PILS3* is conserved in the *bpc123*,* bpcV*, and *spt-11* mutants. In *bpc123 spt-11* the signal seems to be more diffused, probably because when both *BPCs* of class I and *SPT* are mutated, septum formation is severely affected (Fig. 5A). Consistent with the in situ hybridization results, *PILS3* mild deregulation was not clearly confirmed by RT-PCR, probably also due to the low level of expression of this gene.

The DAPseq analysis revealed the presence of a sequence in the promoter of *PILS3*, containing three C-boxes, likely bound by BPCs (Fig. 5B). The binding of BPCs to this region was confirmed in vivo in Arabidopsis inflorescences through ChIP, further corroborating the hypothesis that *PILS3* is a direct target of BPCs during gynoecium development (Fig. 5C).

The PILS family is composed of 7 members, with *PILS3* and *PILS4* located in tandem in the genome, likely originating from a duplication event. The sequence homology between *PILS3* and *PILS4* and their similar expression pattern strongly suggest that these genes might act redundantly (Barbez et al. 2012). We hence used CRISPR/CAS9 gene editing technology to establish a *pils3 pils4* loss of function double mutant, allowing us to overcome potential redundancy during pistil development. Macroscopically, *pils3 pils4* siliques appear to be wild type-like, with 38/50 siliques able to develop a complete septum (Fig. 5D). However, alcian blue staining on transversal carpel sections revealed a reduction in the extracellular matrix secreted by the transmitting tract cells, suggesting that a fine-tuned control of auxin availability within the septum cells compartments is fundamental for the proper specification of the medial domain components (Fig. 5E).

**Fig. 5:**
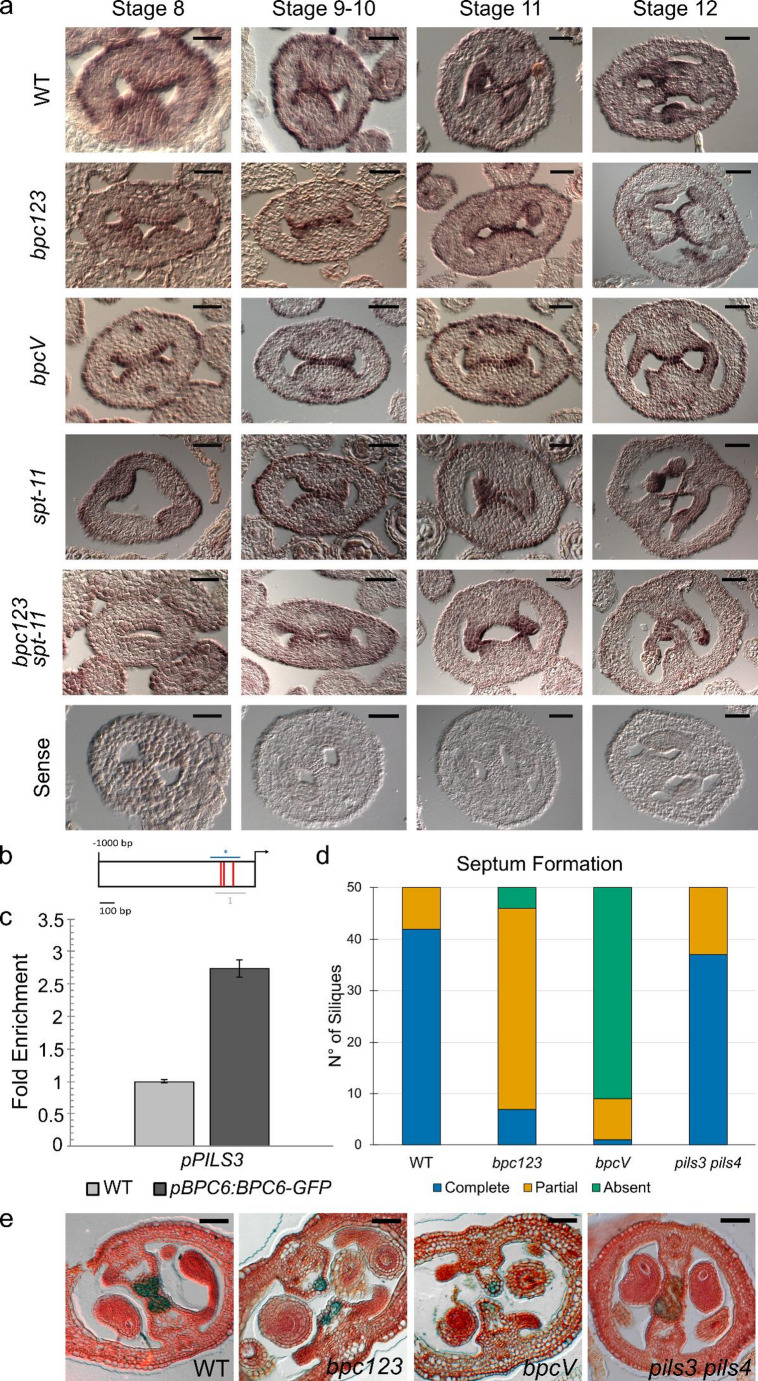
PILS3 involvement in carpel medial region differentiation **a** In situ hybridization evaluating *PILS3* expression pattern in wild type, *bpc123*, *bpcV*,* spt-11* and *bpc123 spt-11* mutants in transversal carpel sections. To validate the specificity of the newly designed *PILS3* probe, the same tissues employed for the expression pattern evaluation were also hybridized with the sense probe, which gave no visible signal within the carpels. Scale bar 20 (Stage 8, 9–10, 11) µm or 50 μm (Stage 12). **b** Schematic representation of *PILS3* promoter region from start codon to -3000 bp. Red lines represent C-boxes; grey line represents the selected region for ChIP assay; blue line and asterisk represent DAP-seq peak coordinates. **c** ChIP results of one representative experiment out of three independent biological replicas showing fold enrichment of *pBPC6:GFP-BPC6* line compared to wild-type in *PILS3* promoter. **d** Septum formation analysis in wild type, *bpc123*, *bpcV*, and *pils3 pils4* mutants. 50 siliques were considered for each genotype. To minimize any potential fluctuations in the controls, *pils3 pils4*, and *spt-11* siliques (Fig. 2B) were analyzed in the same experiments. Therefore, the data displayed here for the wild type, *bpc123* and *bpcV* are the same as the ones in Fig. 2B. The chart displays the cumulative numbers from the 50 siliques; the averages per plant and the corresponding statistical analysis are shown in Supplementary Fig. 2b. **e** Alcian blue and neutral red staining of wild type, *bpc123*,* bpcV* and *pils3 pils4* carpels at stages 11–12, scale bar 50 μm

## Discussion

BPCs transcription factors act as activators and repressors of their targets and are likely to be redundantly involved in regulating several different steps of Arabidopsis development. A good indication of their fundamental role comes from the observation that the simultaneous mutation of combinations of these genes causes the onset of several phenotypical defects (Monfared et al. 2011; Simonini et al. 2014; Petrella et al. 2020).

Here we enlighten the role of BPCs in gynoecium development. It is not always straightforward to determine whether differences in gene expression across different mutant backgrounds are due to the mutation itself or are the result of the observed phenotypical alterations. Here we employed a combination of molecular and genetic tools to show that *bpcV* and, to a lesser extent *bpc123*, are impaired in septum formation and that this impairment can be at least partially linked to the gene regulatory network controlled by these transcription factors.

In Arabidopsis, the septum is the structure that divides the two carpels. It contains the transmitting tract, and differentiates from the CMM, along with other fundamental structures of the so-called medial domain, such as ovules and placenta. *SPT* is expressed in the CMM and it is required for the proper specification of the medial domain tissues. Hence, *spt* mutants are characterized by a reduced seed set and short siliques with a defective septum, which does not fuse properly (Alvarez and Smyth 1999; Heisler et al. 2001).

To further elucidate the genetic relationship between *SPT* and the *BPCs*, we generated the *bpc123 spt-11* mutant. *bpc123* and *spt-11* show similar septum defects, where the majority of their siliques show a defective or only partially fused septum. Interestingly, knocking down *SPT* in *bpc123* causes the complete loss of septum in almost all the analyzed siliques, suggesting there is an additive relationship between these genes.

It is indeed possible that SPT and the BPCs of class I control two partially independent pathways and that the simultaneous mutation of *BPCs* of class I and *SPT* leads to the exacerbation of the septum defects in *bpc123 spt-11* compared to the two parental lines.

Besides *SPT*, it is likely that there are other factors involved in septum specification directly or indirectly regulated by the BPCs. The RNAseq experiment on both wild type and *bpcV* plants helped to identify these factors. Indeed, we identified 1106 up and 1247 down-regulated genes, involved both in gene regulation and biological processes, such as transmembrane transport.

It is worth mentioning that two TFs of the *PHYTOCHROME INTERACTING FACTORs* family, *PIF4* and *PIF5* were also included in the downregulated genes list. These proteins participate in the activation of the shade avoidance response and, in shaded conditions, can act in parallel to *SPT* to promote carpel margin differentiation (Reymond et al. 2012). Furthermore, the enrichment of GO terms related to hormonal response and transmembrane transport activity suggests that the BPCs might also directly regulate the hormonal signaling cascade and transport throughout the inflorescence.

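*PIF4* (AT2G43010) lies on chromosome 2 of TAIR10.1 from 17886101 to 17889087. Its expression was 20.0 ± 2.05 CPM (SD, n = 3) in wild type and 8.88 ± 0.888 CPM (SD, n = 3) in *bpcV*, a log2 fold change of -1.17 (standard error 0.123, FDR 0.00127 from edgeR's quasi-likelihood test). The FDR rose above 0.01 without wild type replicate 1 and without wild type replicate 2, up to 0.0110, and it was past the threshold in 19 of 21 alternatives. *PIF5* had 403, 332 and 321 counts in the wild type libraries and 194, 176 and 186 in the *bpcV* libraries.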

To gather more information on the gene regulatory network involving the BPCs, a TFBS enrichment analysis was carried out on the DEGs’ promoter regions.

In addition to C-boxes, bound by BPCs, we found an enrichment of motifs associated with the bZIP and bHLH TF families, which are known to regulate processes including light and stress signaling, seed maturation, and flower development (Hao et al. 2021). Since *SPT* is a member of the bHLH family, it is possible to speculate that some of the deregulated genes in our dataset, which contain bHLH binding sites in their promoters, could be direct targets of SPT, and that their misregulation might result from *SPT* downregulation in *bpcV* mutant.

CArG boxes, normally bound by MADS domain transcription factors, were also found among the enriched motifs identified in the dataset. This family contains well-characterized homeotic genes, responsible for the specification of the different floral organs, and several pivotal regulators of inflorescence development (Alvarez-Buylla et al. 2010). Genes regulated by the MADS domain factors are thus likely to be involved in the developmental patterning of the inflorescence and floral meristems. The presence of many CArG boxes in the promoters of the DEGs list suggests that these pathways might be directly and indirectly regulated also by the BPCs, and that some of the phenotypical defects of the *bpcV* might be linked to the deregulation of MADS targets. It is also worth mentioning that BPCs of class I and II interact with the MADS domain protein SVP, forming a complex that regulates the expression of the homeotic gene *STK* (Petrella et al. 2020; Simonini et al. 2012). The enrichment of CArG boxes containing promoters in the DEG list hints at the existence of general mechanisms where BPCs-MADS complexes can cooperatively regulate the expression of a set of genes, which is crucial for the development of reproductive structures.

From the intersection of the DEG list with the putative BPCs binding sites in the Arabidopsis genome, we identified 175 putative direct targets of BPCs. Notably, the list generated by this analysis supports the model proposed above, where BPCs may play a central role in a gene regulatory cascade, controlling both the expression of TFs and effectors and orchestrating several developmental processes within the gynoecium (Fig. 6).

**Fig. 6:**
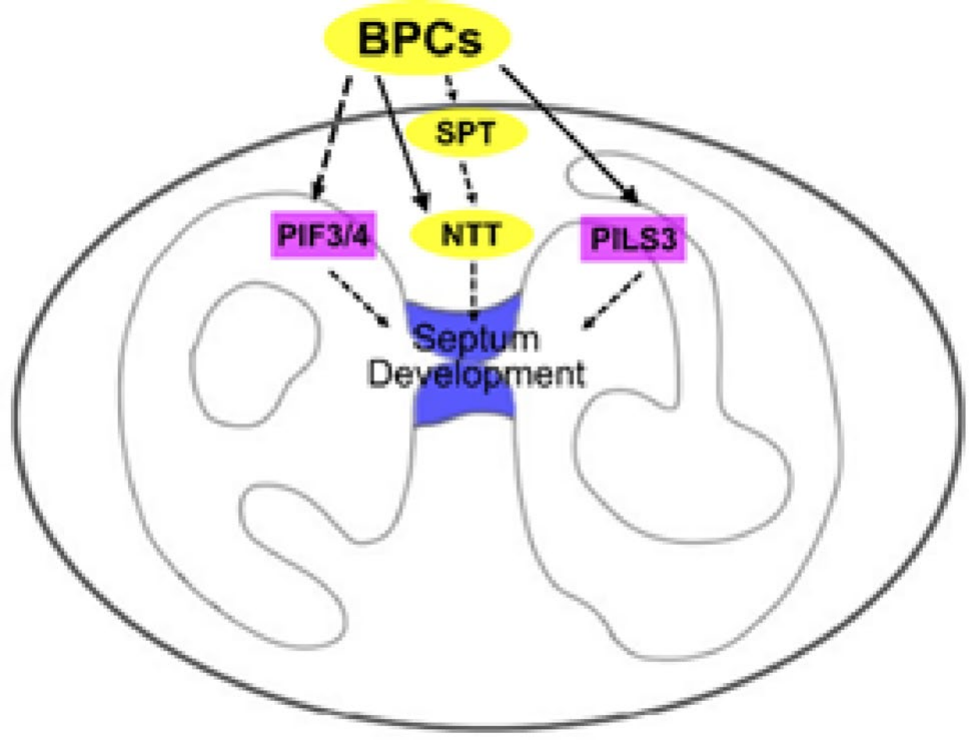
Working model. BPCs of class I and class II serve as key regulators of septum development by orchestrating a complex gene regulatory network. This network includes both transcriptional regulators (*SPT*,* NTT –* shown as yellow ellipses in the model) and effector proteins (such as *PILS3*,* PIF3*, and *PIF4* – shown as magenta squares in the model). In particular, BPCs indirectly regulate the expression of *SPT*, a master regulator of gynoecium development, and directly regulate both *NTT* and *PILS3*. SPT can act in parallel with the BPCs to control the expression of *NTT.* Direct regulations are shown as black arrows, indirect regulations as dashed arrows

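*PIF3* (AT1G09530) lies on chromosome 1 of TAIR10.1 from 3075768 to 3079654. It had 17.3 ± 1.97 CPM (SD, n = 3) in wild type and 14.2 ± 0.547 CPM (SD, n = 3) in *bpcV*. The log2 fold change was -0.28 (standard error 0.111, FDR 0.142 from edgeR's quasi-likelihood test), which is not past the threshold. Over 21 alternatives the FDR ranged from 0.101 to 0.401. The smallest change simulated, a log2 of 0.5, is larger than this one and was mostly missed by the test, so the result does not exclude a small decrease.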

For instance, two members of the TEOSINTE BRANCHED 1/CYCLOIDEA/PCF family, *TCP4* and *TCP10*, were downregulated in our dataset. 

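*TCP10* (AT2G31070), on chromosome 2 of TAIR10.1 from 13220478 to 13222642, had 31.3 ± 3.07 CPM (SD, n = 3) in wild type and 43.7 ± 4.36 CPM (SD, n = 3) in *bpcV*, with every *bpcV* library above every wild type library. The log2 fold change was 0.48 (standard error 0.109, FDR 0.0258 from edgeR's quasi-likelihood test). It was past 0.01 with DESeq2 (0.00665) and with the likelihood ratio test (0.00317), within a range of 0.00317 to 0.120 over 21 alternatives. *TCP4* had 685, 549 and 549 counts in wild type and 680, 752 and 828 in *bpcV*.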

TCP4, together with other members of its family, controls the apical patterning of the gynoecium and can directly control the expression of *NGATHA3* (*NGA3*), which is also downregulated in *bpcV.* NGA3 is in turn involved, together with SPT, in stigma determination. 

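*NGA3* had 277, 214 and 229 counts in the wild type libraries and 76, 65 and 113 in the *bpcV* libraries. With each library left out in turn, its log2 fold change stayed between -1.63 and -1.30. The FDR of edgeR's quasi-likelihood test rose above 0.01 when any wild type replicate was left out, up to 0.0126 without wild type replicate 1.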

One of the roles of TCPs, NGA3, and SPT is the control of auxin biosynthesis and transport (Ballester et al. 2021; Wang et al. 2024). Interestingly, since the majority of the genes involved in this regulatory network were found in the putative BPCs direct targets list, it is possible to speculate that the BPCs play an important role in gynoecium development during stigma determination.

One other gene with an important well-known function in gynoecium development is *NTT*, which is a master regulator of transmitting tract differentiation. Besides being present in the list of the BPCs putative direct targets, we demonstrated via in situ hybridization that *NTT* expression is specifically reduced in the CMM and septum in *bpc* multiple mutant combinations and that its promoter is directly bound by BPC6. The extracellular polysaccharidic matrix secreted by the transmitting tract cells is strongly reduced in *bpc123* and completely absent in *bpcV*, suggesting that the BPCs sit on top of the gene-regulatory cascade which leads to the determination of the transmitting tract. We notably demonstrated that *spt-11* mutants also show defects in the transmitting tract development. 

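The paper refers to *ABCG* transporters with a part in extracellular matrix deposition but does not name them, so the whole family was tallied. Which of its members the paper means stays open. The annotation names 43 *ABCG* genes, of which 41 were tested in the 6 libraries. Of these, 24 were lower and 17 higher in *bpcV*, with a median log2 fold change of -0.07, and the number of lower genes was 23 or 24 with each of 4 other scalings. At an FDR of 0.01 or less in edgeR's quasi-likelihood test, 4 were down-regulated and 1 up-regulated. *ABCG10* (AT1G53270) fell from 3.51 ± 0.215 CPM (SD, n = 3) to 1.25 ± 0.183 CPM (SD, n = 3), a log2 fold change of -1.49 (FDR 0.00352 from that edgeR test). *ABCG22* (AT5G06530) fell from 139 ± 20.3 CPM (SD, n = 3) to 64.6 ± 5.01 CPM (SD, n = 3), a log2 fold change of -1.10 (FDR 0.00139 from that edgeR test). *ABCG34* (AT2G36380) had 50.0 ± 4.60 CPM (SD, n = 3) in wild type and 27.7 ± 3.88 CPM (SD, n = 3) in *bpcV*, a log2 fold change of -0.85 (FDR 0.00407 from that edgeR test). *ABCG2* (AT2G37360) had a log2 fold change of -1.24 (FDR 0.00992 from that edgeR test), but its expected counts were not whole in any of the 6 libraries, so its value is uncertain. *ABCG6* (AT5G13580) was up-regulated, from 26.3 ± 1.71 CPM (SD, n = 3) to 42.6 ± 0.710 CPM (SD, n = 3), a log2 fold change of 0.70 (FDR 0.00204 from that edgeR test). With edgeR's likelihood ratio test, 5 were down-regulated and 1 up-regulated. For each of the genes named here, the FDR rose above 0.01 in at least 1 fit that left out a library, up to 0.0220 for *ABCG10*, 0.0111 for *ABCG22* (without *bpcV* replicate 3), 0.0216 for *ABCG34*, 0.0426 for *ABCG2* and 0.0170 for *ABCG6*.

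**Figure D6:**
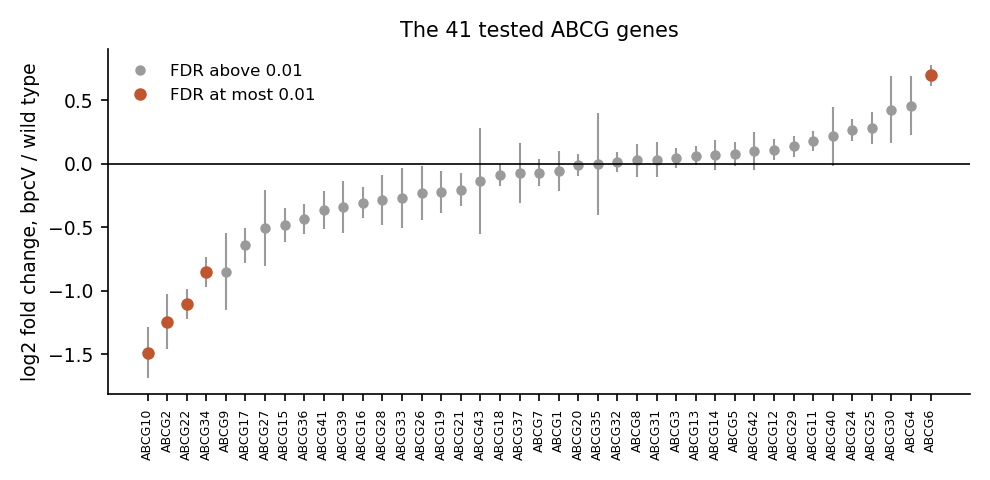
Log2 fold change of *bpcV* relative to wild type on the y axis for the 41 tested *ABCG* genes on the x axis, with the standard error as bars and genes with an FDR of 0.01 or less in orange. The 4 orange points below 0 lie between -1.49 and -0.85, and the 1 above 0 is at 0.70.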

Notably, several ABCG transporters involved, among other things, in extracellular matrix deposition in reproductive organs were found to be downregulated in our RNAseq dataset (Herrera-Ubaldo et al. 2019; Panikashvili et al. 2010).

This observation gives strength to the hypothesis that BPC of class I and II orchestrate septum development by controlling the expression of master regulators (*SPT*) and directly triggering specific processes (i.e. *NTT* and transmitting tract differentiation). Furthermore, it also hints that the list of putative direct targets generated in this study can be a valid starting point to try to elucidate the causes of some of the pleiotropic inflorescence defects displayed by the *bpcV* mutant.

CMM differentiation and development are tightly linked to the action of auxin and cytokinin. Their asymmetric distribution among the cells of the gynoecium ensures the correct patterning of the tissues of the medial domain (Reviewed in Reyes-Olalde and de Folter 2019). Auxin, in particular, is synthesized in the CMM and then polarly accumulates into the lateral domains of the gynoecium (Reyes-Olalde et al. 2017). Auxin gradients across plant tissues are mainly generated by its directional intercellular transport and by its intracellular compartmentalization. This second mechanism indeed determines the amount of auxin within the cell which can enter the nucleus and trigger the auxin signaling response, and it is in part controlled by the PILS transporters. These proteins localize on the endoplasmic reticulum membrane and presumably extrude auxin into the ER lumen, sequestering it from the cytosol (Barbez et al. 2012; Feraru et al. 2019). Despite being mildly downregulated in *bpcV*, the expression profile of *PILS3*, which has been characterized for the first time in reproductive development here, suggests that it could be a good candidate player during septum development, as it appears to be expressed in the outermost cell layers of the CMM. Furthermore, *PILS3* appears to be a direct target of BPC6. Notably, the mutation of *PILS3* and its homolog *PILS4* causes the insurgence of problems in septum fusion, at low penetrance. Also, in this mutant, analyzing the extracellular matrix accumulation with alcian blue, the transmitting tract is not as developed as in the wild type, similar to *bpcV* and *spt-11*.

GO analysis of the DEG revealed significant enrichment in terms related to hormone responses and transporter activity. This suggests that BPCs contribute to the fine-tuning of these complex processes during septum development by finely regulating a broad range of factors, rather than causing major shifts in the expression of a few key genes. The simultaneous deregulation of other factors, besides *PILS3*, might explain the more drastic phenotype observed in the *bpc* mutants compared to *pils3 pils4.*

Because of their crucial roles and the fact that they belong to a relatively small family, the BPCs are interesting candidates to be studied in order to broaden our understanding of plant development. Here, for instance, through the characterization of septum development in *bpcV*, we were able to link together already known regulators of this process, such as *SPT* and *NTT*, and novel candidates, such as *PILS3.*

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1. Supplementary Table 1: List of differentially expressed genes.

Supplementary Material 2. Supplementary Table 2: Best 10 enrichment GO terms of DEGs.

Supplementary Material 3. Supplementary Table 3: TFBS and associated TF families over-represented in our set of DEGs.

Supplementary Material 4. Supplementary Table 4: Intersection between DEG and DAP-seq data for BPC1 and BPC6.

Supplementary Material 5. Supplementary Table 5: Best 10 enrichment GO terms of DEGs U DAP.

Supplementary Material 6. Supplementary Table 6: List of primers employed.

Supplementary Material 7. Supplementary Fig. 1: *pils3* and *pils4* CRISPR/Cas9 genome edited mutants. Supplementary Fig. 2: Septum morphology analysis per plant. Supplementary Fig. 3: *bpc123 spt-11* phenotypical characterization.

## Data Availability

The datasets generated during and analysed during the current study are available in the GEO repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE301158. Accession GEO: GSE301158, token for review: sdulowuwxhkfhmd.

# Supplementary material for: A novel role of BPCs in the control of medial domain differentiation during gynoecium development in Arabidopsis thaliana
**Source:** Plant Mol Biol. 2025 Dec 23;116(1):4. doi: 10.1007/s11103-025-01662-x
**Supplement:** Supplementary file 7 — Supplementary Material 7. Supplementary Fig. 1: pils3 and pils4 CRISPR/Cas9 genome edited mutants. Supplementary Fig. 2: Septum morphology analysis per plant. Supplementary Fig. 3: bpc123 spt-11 phenotypical characterization.

**A novel role of BPCs in the control of medial domain differentiation**

**during gynoecium development in *Arabidopsis thaliana***

Francesca Caselli^1*^ Micaela Palermiti ^1*^, Rosanna Petrella^1^; Veronica Astrid Morlacchi^1^, Kai Dünser^2,3,4^,

Jűrgen Kleine-Vehn^2,3,4^, Matteo Chiara^1^, Veronica Gregis^1^

*These authors contribute equally to this work

**Supplementary Materials**

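The table lists DEGs with the authors' log2 fold change and FDR. The copy used here holds the first 1999 of its 2253 entries, with all 1247 down-regulated genes and 752 of the up-regulated genes, so no test of the whole list was run. Of the 1999 genes, 1910 were tested in the 6 libraries, and the log2 fold change had the same sign as in the table for all 1910. The median absolute difference in log2 fold change was 0.0058. Of these genes, 667 had an FDR of 0.01 or less by edgeR's quasi-likelihood test and 1907 by its likelihood ratio test.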

**Supplementary Table 1.** List of differentially expressed genes.

**Supplementary Table 2.** Best 10 enrichment GO terms of DEGs.

**Supplementary Table 3.** TFBS and associated TF families over-represented in our set of DEGs.

**Supplementary Table 4.** Intersection between DEG and DAP-seq data for BPC1 and BPC6.

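Each entry pairs a DEG, with its log2 fold change and FDR, with the DAP-seq peaks of BPC1 and BPC6 found in its promoter. The table lists 143 genes as lower and 32 as higher in *bpcV*. The log2 fold changes computed from the expected counts had the same sign for all 175 genes and differed from the listed values by at most 0.011. By edgeR's likelihood ratio test, 175 of these genes had an FDR of 0.01 or less, and at an FDR of 0.05 the quasi-likelihood test called 174.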

**Supplementary Table 5.** Best 10 enrichment GO terms of DEGs U DAP.

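The primers of the table were matched to the TAIR10.1 genome to find what they amplify. The primers for the promoter of *NTT* in the chromatin immunoprecipitation frame a region of 243 bp on chromosome 3, from 21370711 to 21370953, which holds 10 of the overlapping C-box matches and reaches over the start codon of *NTT*. Those for the promoter of *PILS3* frame 206 bp on chromosome 1, from 28715109 to 28715314, within the annotated gene and before its start codon, with 2 C-box matches.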

**Supplementary Table 6.** List of primers employed.

**Supplementary Figure 1*.*** *pils3* and *pils4* CRISPR/Cas9 genome edited mutants.

**Supplementary Figure 2.** Septum morphology analysis per plant

**Supplementary Figure 3*.*** *bpc123 spt-11* phenotypical characterization.

**
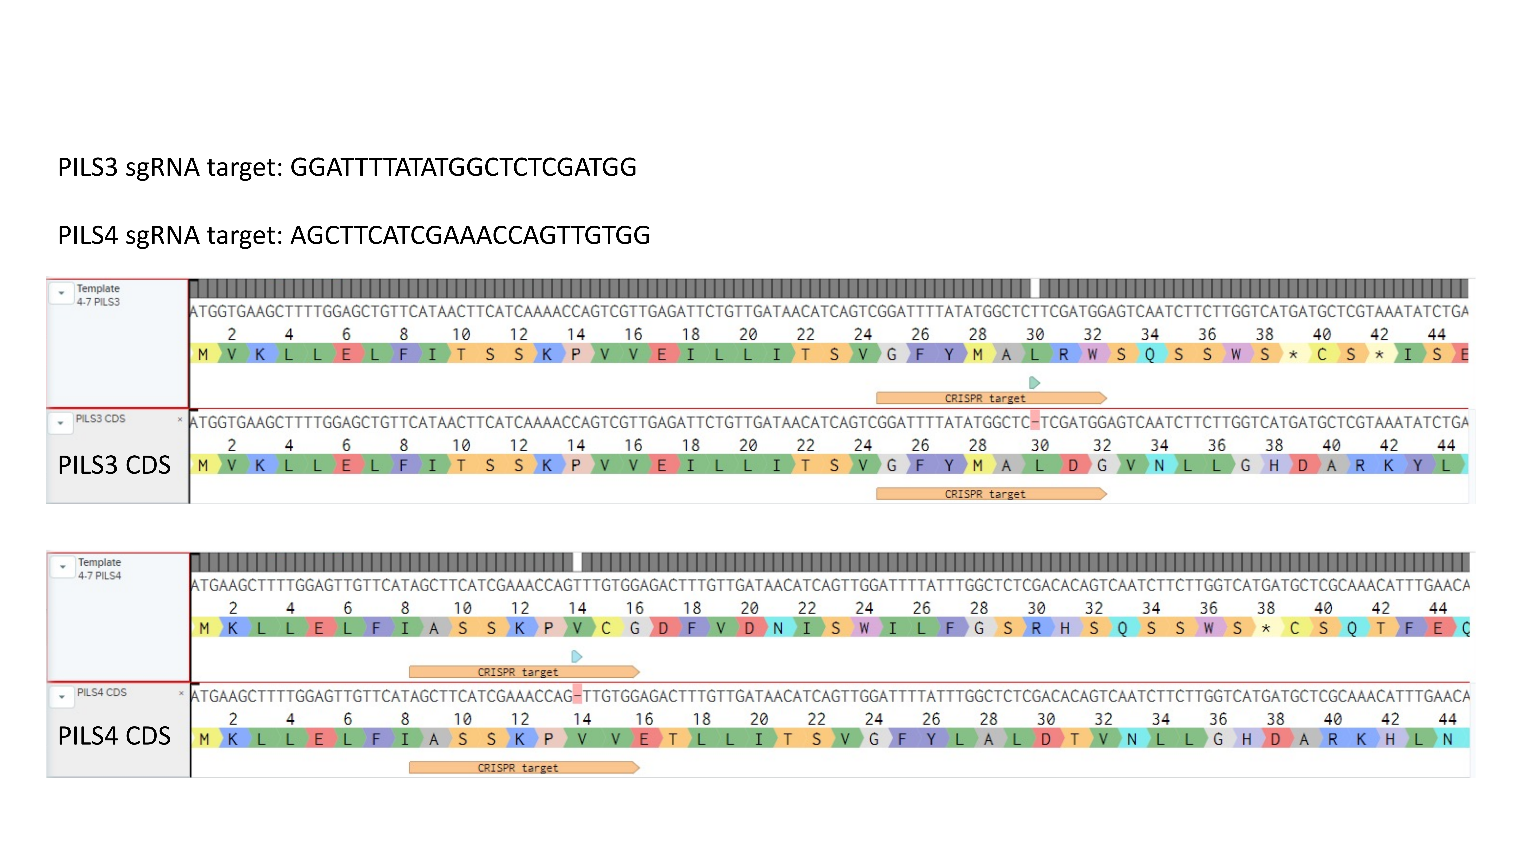
Supplementary Figure 1*.*** *pils3* and *pils4* CRISPR/Cas9 genome edited mutants. For each gene, the comparison between the mutated (top) and wild type (bottom) CDS is shown. In both cases, in the protospacer region it is possible to observe a 1 bp deletion, which leads to the formation of a premature stop codon.

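The sgRNA target in *PILS3*, GGATTTTATATGGCTCTCGATGG with its PAM, matches chromosome 1 of TAIR10.1 from 28715456 to 28715478 on the plus strand, within the coding sequence of AT1G76520. The target in *PILS4*, AGCTTCATCGAAACCAGTTGTGG, matches chromosome 1 from 28718430 to 28718452 on the plus strand, within the coding sequence of AT1G76530. Both targets lie close after the start codon of their gene, at 28715384 in *PILS3* and 28718407 in *PILS4*, and the PAM of each is TGG. The map of the region shows both genes with these targets.

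**Figure D7:**
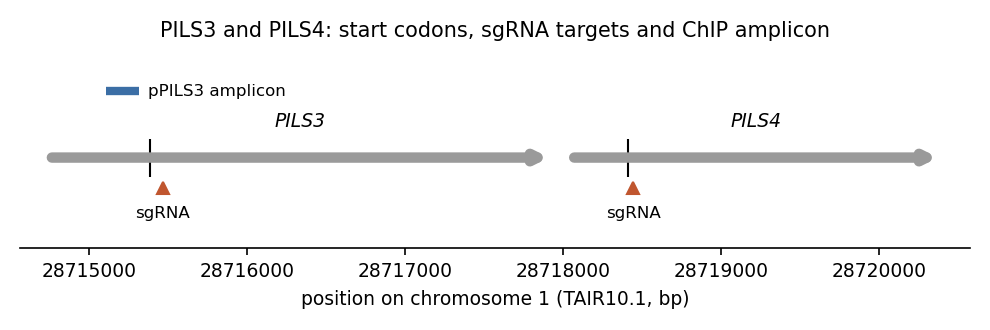
*PILS3* and *PILS4* on chromosome 1 of TAIR10.1, to scale, as gray arrows in the direction of transcription, with start codons as black bars, sgRNA targets as orange triangles and the region amplified for *PILS3* in the chromatin immunoprecipitation as a blue bar. Each target lies just after the start codon of its gene.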

**
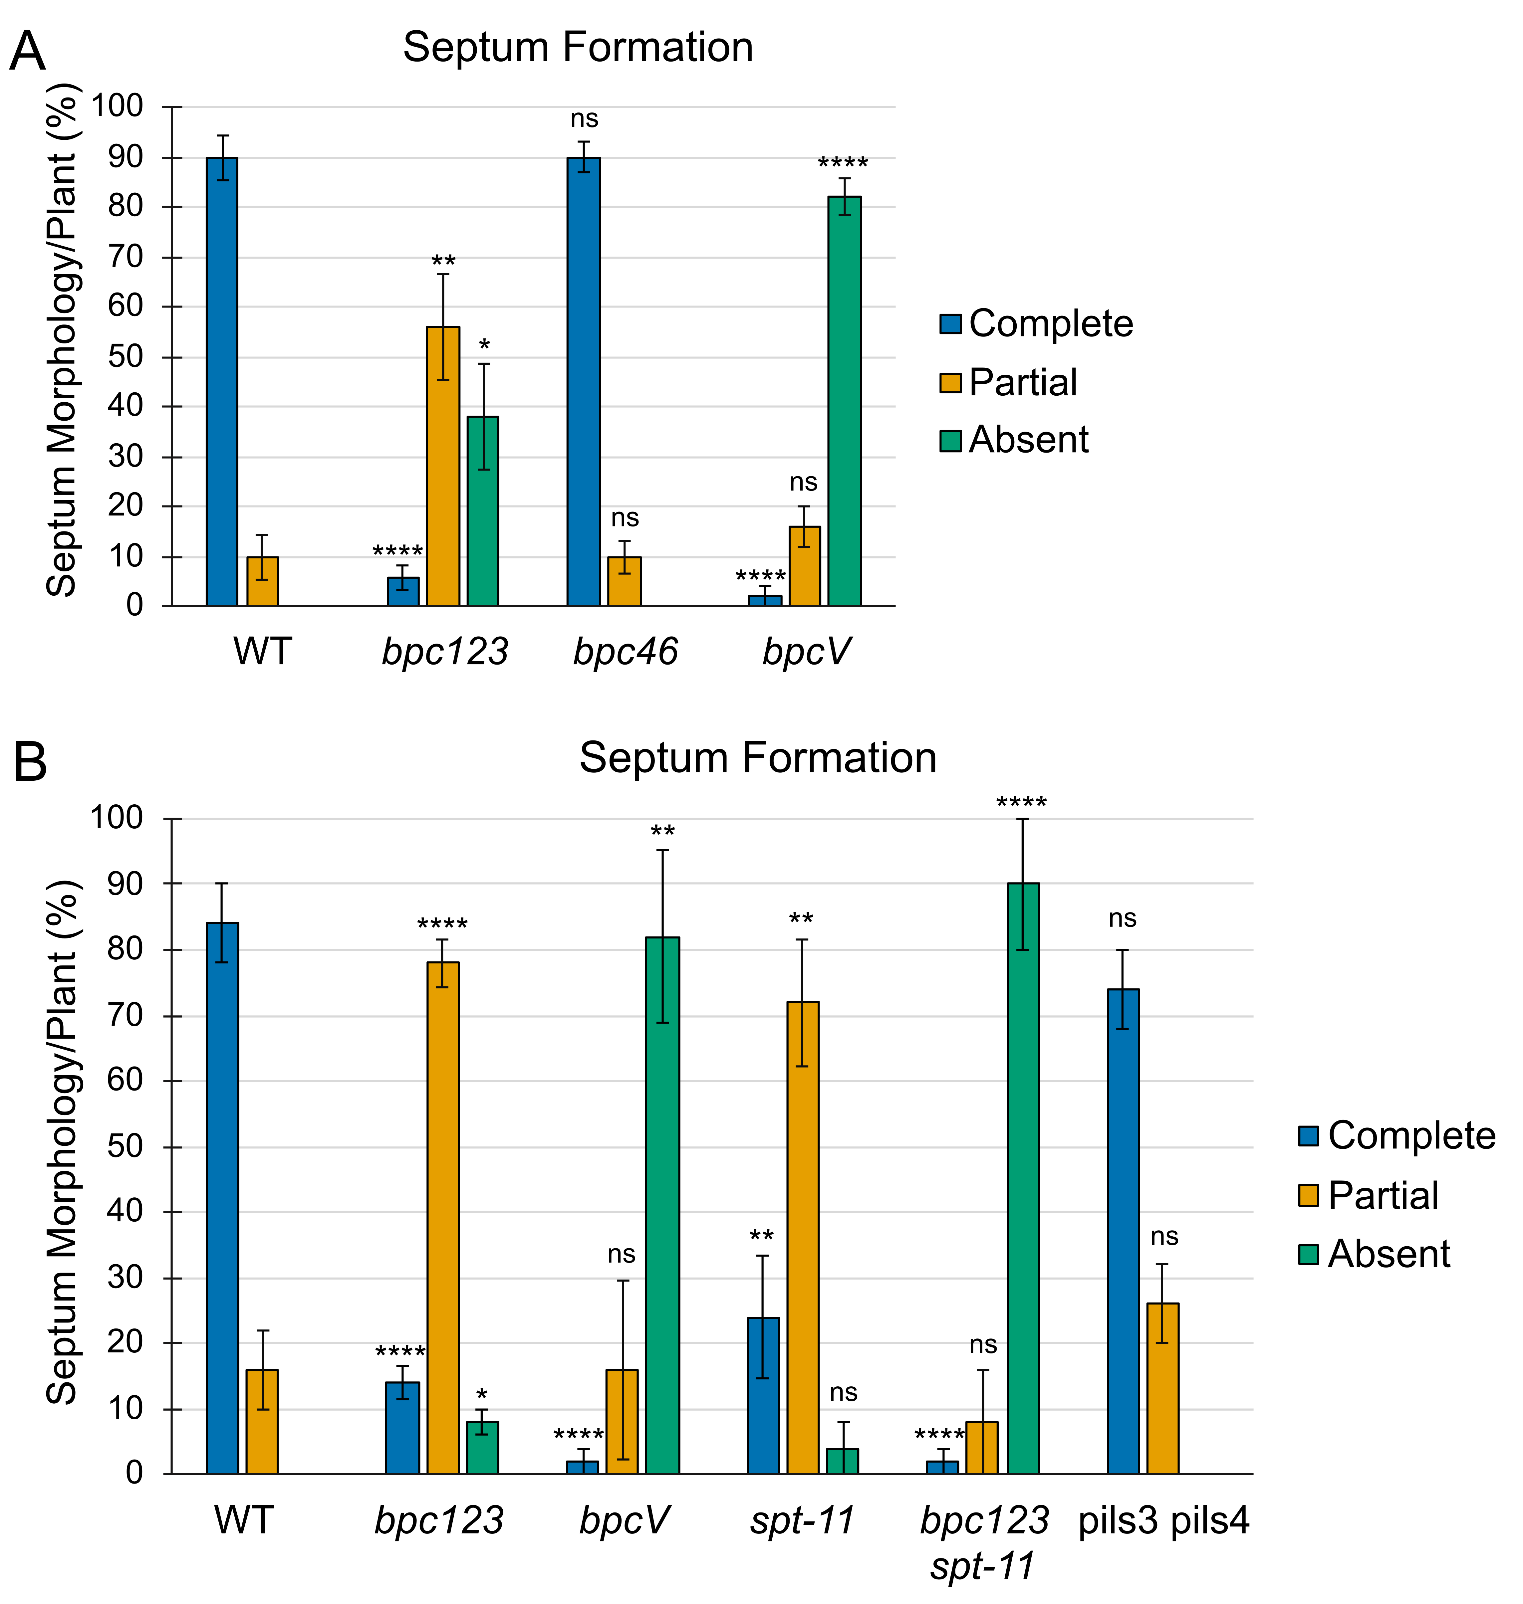
Supplementary Figure 2.** Septum morphology analysis. For each genotype, 10 siliques were analyzed from each of 5 individual plants (n = 50 siliques per genotype). The graph shows the average percentage of siliques with a complete/partial/absent septum per plant. Statistical significance between wild type and the different mutants, for each morphological category, was calculated with a t-test (ns not significant; * p value < 0.05; ** p value < 0.01; **** p value < 0.00001).

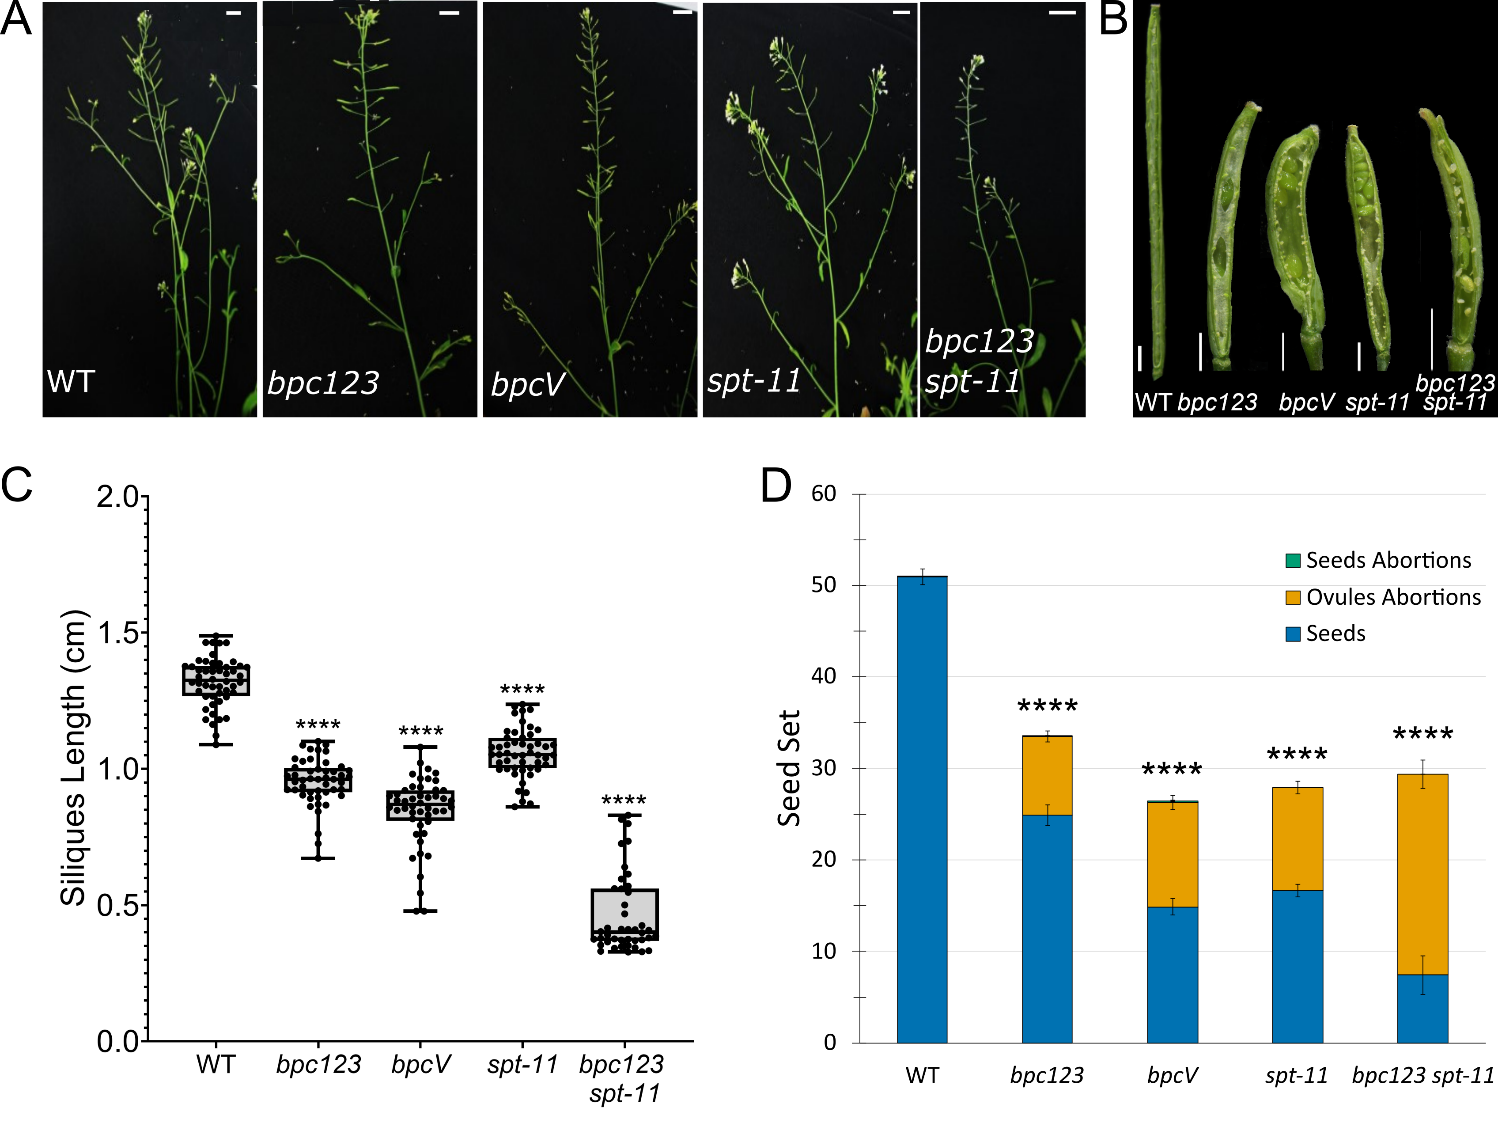
**Supplementary Figure 3*.*** *bpc123 spt-11* phenotypical characterization **(A)** Photo of the inflorescence of wild type, *bpc123, bpcV, spt-11* and *bpc123 spt-11* mutants. Scale bar 1 cm. **(B)** representative photo of a silique and its seed set of wild type, *bpc123, bpcV, spt-11* and *bpc123 spt-11* mutants. Scale bar 1 mm. **(C)** Siliques length differences between wild type and *bpc123, bpcV, spt-11* and *bpc123 spt-11* mutants. **(D)** Seed set analysis in wild type, *bpc123, bpcV, spt-11* and *bpc123 spt-11* mutants. The number of seeds, ovules and seeds abortions and the length of the siliques were determined for 50 siliques (10 siliques from 5 independent plants for each genotype). The statistical significance was calculated using an Anova test followed by Tukey HSD test (**** p < 0.0001). The siliques were analyzed when the inflorescence meristems were completely consumed.

How the deposited data were processed for this re-analysis (not part of the article)

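RNA from inflorescence apices with flowers up to stage 12 was sequenced from 3 wild type and 3 *bpcV* samples, 6 libraries in all, each with poly-A selection and paired-end reads. The authors aligned the reads with bowtie2 to the TAIR10 transcriptome and estimated gene levels with RSEM, and the deposited expected counts of each library are the RSEM estimates for 32678 genes, with no normalization and no filter. In the same files the authors deposited TPM values, which RSEM scales by effective gene length and by library, and the effective gene length in bases. The authors also deposited a final table for 21799 genes. In it, the signal per library is the expected count multiplied by 1 constant for each library, as a comparison with the expected counts showed, and the log2 fold changes of *bpcV* relative to wild type, the p-values and the FDR values were computed by the authors with edgeR. The filter on genes and the normalization factors of that table are not stated in the methods.

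The expected counts were rounded, filtered with filterByExpr (minimum count 10, minimum total count 15) and scaled with TMM factors. Genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.01. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. CPM values were computed with the same factors. Other steps used limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with the random seed 1. Gene positions, promoters and sequences come from TAIR10.1, in which 31912 of the 32678 gene identifiers were found.

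Totals per library were 21455150, 17777219 and 18027075 expected counts in wild type and 16196042, 18335285 and 19951509 in *bpcV*. Each genotype has 3 libraries. Differences of a log2 of 0.5 were mostly missed when the test was run on simulated counts for 20756 genes, while most differences of 1 or 2 were called. The simulation had 200 changed genes and the same dispersion in both genotypes, so its rates may not hold for the real comparison.

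The alternatives set before the data were examined were DESeq2, RLE and upper-quartile factors, library totals without factors, no filter on low counts, at least 10 counts in every library, expected counts that were not rounded, the likelihood ratio test of edgeR, limma on log2 TPM with a pseudocount of 1 or 0.1 and a mean TPM of at least 1, the replicate number as a block, a trend with gene length or GC content removed, each library left out in turn, an FDR of 0.05, and an absolute log2 fold change of at least 1. For promoters they were 2 other promoter lengths and a background matched on GC content. Others were added after the values were seen, among them the edgeR exact test, the newer and the robust forms of the quasi-likelihood test, a background matched on mean log2 CPM, and several of these settings applied to the gene lists.

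The genes named are those that the paper names and that the libraries could measure, 25 in all, every *ABCG* gene past the threshold, and the 5 largest increases and 5 largest decreases among genes with an FDR of 0.01 or less, a mean log2 CPM of at least 1 and no overlap between the genotypes. The rule was written before any value was seen. *PAO2* and other genes with unstable counts, and the members of a list of 20 salicylic acid genes, fall outside it and were chosen after values had been seen. Lists of 9 tapetum and 9 pollen genes, written before the test, were compared with 10000 random lists of the same size and similar expression.

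Down-regulated and up-regulated DEGs were compared by two-sided Fisher's exact tests for the genes of Supplementary Table 4 and for 20 terms of Supplementary Tables 2 and 5. Of the 19 terms of Supplementary Table 2, 1 had its gene list held in full, and the other lists were not used here. The first 1999 of the 2253 entries of Supplementary Table 1 were held, so no enrichment or overlap test was run on that table. Pscan matrices and enrichment against all genes of a term were not analysed here, and neither were the DAP-seq peaks themselves, chromatin immunoprecipitation, in situ hybridization or quantitative RT-PCR.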

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

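The tests below were set before their results were seen, except the comparison of the lowest *bpcV* library with the highest wild type library. The genes with the largest increases in *bpcV*, among DEGs with a mean log2 CPM of at least 1 and no overlap between the genotypes, are not discussed in the paper. They were the pseudogene AT5G35935, with a log2 fold change of 4.25 (FDR 0.00257 from edgeR's quasi-likelihood test), *XTH25* (AT5G57550) with 3.58 (FDR 0.00147), AT2G30766 with 3.47 (FDR 0.00291), *MSRB5* (AT4G04830) with 3.17 (FDR 0.000212) and *AGP22* (AT5G53250) with 2.49 (FDR 0.000980). Each was higher in all 3 *bpcV* libraries than in all 3 wild type libraries. AT5G35935 rose from 1.19 ± 1.42 CPM (SD, n = 3) to 22.3 ± 3.21 CPM, *XTH25* from 0.296 ± 0.163 to 3.61 ± 0.921, AT2G30766 from 0.361 ± 0.228 to 3.98 ± 1.33, *MSRB5* from 1.91 ± 0.224 to 17.4 ± 4.27 and *AGP22* from 0.861 ± 0.296 to 4.85 ± 0.203.

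Reads divided between overlapping or near-identical genes are argued against, since 0 of the 5 genes had expected counts that were not whole, although AT2G30766 overlaps AT2G30760 and AT2G30770. Sequence differences linked to the mutant alleles are argued against as a shared cause, since 0 of the 5 lie within 1 Mb of a mutated *BPC* locus. A single library that decides the increase is argued against for these 5 genes. The lowest log2 fold change with 1 library left out was 2.31, and the CPM of the lowest *bpcV* library was 3.88-fold (*AGP22*) to 7.20-fold (AT5G35935) that of the highest wild type library, where the choice of genes without overlap asks only that it be higher. The call at an FDR of 0.01 did depend on single libraries. Without wild type replicate 1, wild type replicate 2 or *bpcV* replicate 3, the FDR rose above 0.01 for AT5G35935 (up to 0.0163), *XTH25* (up to 0.0109) and AT2G30766 (up to 0.0204), while *MSRB5* and *AGP22* stayed under 0.01 in the 6 fits that each left out a library. Other sequence variants of the mutant line and RNA from other sources were not tested and stay open, as does an effect of the mutations.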

How the results depend on the processing

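The edgeR exact test, the settings applied to the gene terms and marker lists, the likelihood ratio test for targets and promoters, and the background matched on mean log2 CPM were chosen after results had been seen. Of the 809 DEGs (345 up-regulated, 464 down-regulated), the number changed by more than 1.5 times under several settings. It was 1782 (748 up, 1034 down) with DESeq2, 2233 (1008 up, 1225 down) with the likelihood ratio test, 2194 (989 up, 1205 down) with the exact test and 2506 (1184 up, 1322 down) at an FDR of 0.05. It was 532 with limma on log2(TPM + 0.1), with 209 up, and 227 were up with a pseudocount of 1. An absolute log2 fold change of at least 1 left 434 (127 up, 307 down). The numbers at an FDR of 0.05 and at a minimum fold change follow from those thresholds, and the cause of the others was not tested.

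With the replicate block the total was 408 (138 up, 270 down), with the block and the length trend 476 (166 up), and with the block and the GC trend 371 (120 up, 251 down). The replicate numbers do not pair the samples, since the deviations of libraries with the same number had correlations of -0.0193, -0.0129 and 0.177 between genotypes, so a call lost under the block is not a weaker effect. Across the 6 fits that each left out 1 library, the total ranged from 167 to 1249, up-regulated DEGs from 38 to 587 and down-regulated DEGs from 124 to 662. The total was 172 without wild type replicate 1, 167 without wild type replicate 2, 204 without wild type replicate 3, 256 without *bpcV* replicate 3 and 1249 without *bpcV* replicate 1. Fewer libraries lower the number that can be called, but the rise without *bpcV* replicate 1 was not explained by that. This library was the *bpcV* library least like the others. The Pearson correlation of its log2 CPM was 0.973 with *bpcV* replicate 2 and 0.980 with replicate 3, against 0.986 between those. Whether its distance from them causes the rise was not tested. Down-regulated genes outnumbered up-regulated ones in each of these settings. Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes past an FDR of 0.01, and the other 9 gave 0, with 113 to 529 genes at an unadjusted p under 0.05. The smallest share that 10 splits can give is 0.1.

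The down-regulated share of the genes of Supplementary Table 4 ranged from 87.5% to 96.6% across the fits that each left out 1 library. Among the other DEGs it ranged from 49.2% without *bpcV* replicate 1 to 74.8% without wild type replicate 2. The odds ratio ranged from 2.93 without wild type replicate 1 to 17.1 without *bpcV* replicate 3. The difference was not past the threshold without wild type replicate 1 (87.5% against 70.5%, p = 0.241, exact test), where fewer DEGs were left to compare. The number of terms with a difference in direction, 3, went to 0 with the likelihood ratio test (5 at an unadjusted p under 0.05) and ranged from 0 to 10 across the fits that each left out 1 library, with 10 without *bpcV* replicate 1, 0 without *bpcV* replicate 2 (6 at an unadjusted p under 0.05) and 0 without each of the other libraries (0 at an unadjusted p under 0.05), and the cause was not tested.

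Among promoter motifs, the G-box of down-regulated DEGs kept its direction and its side of the threshold under each alternative. Odds ratios that crossed 1 were those of the W-box in up-regulated DEGs (0.942 for -1000 to +500, 0.840 for -500 to +100, 0.990 with GC matched, 0.985 with the likelihood ratio test), the CArG-box in down-regulated DEGs (0.926 for -500 to +100, 0.965 with the likelihood ratio test) and in up-regulated DEGs (0.821 with the likelihood ratio test), and the HD-Zip site in down-regulated DEGs (0.828 for -500 to +100). None of these was past an adjusted p of 0.05 in either direction. The HD-Zip site in up-regulated DEGs was no longer past it at 1.65 (-1000 to +500), 1.76 (GC matched), 1.78 (mean log2 CPM matched) and 1.37 (likelihood ratio test). With the likelihood ratio test, the W-box in down-regulated DEGs (1.21) and the C-box in up-regulated DEGs (0.798) came past it. The cause was not tested.

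The median log2 fold change of the tapetum list ranged from -0.75 to -0.26 across the fits that each left out 1 library, with -0.75 without wild type replicate 1 and -0.74 without *bpcV* replicate 3. That of the pollen list ranged from -0.24 to 0.0062, and crossed 0 without *bpcV* replicate 1 (0.0062). Of 39 named genes, 18 kept their direction and their side of the threshold under each alternative, 20 changed side under at least 1, and *BPC7* changed sign (-0.47 to 0.016 across the fits that each left out 1 library, 0.016 without wild type replicate 3). Over these genes and alternatives, 835 values kept direction and side, 54 were no longer past the threshold and 36 came past it. On simulated counts, the likelihood ratio test recovered 24.2% of the changes of 0.5 and 91.0% of those of 1, with 23 false calls, against 4.55% and 73.1% with 3 false calls for the quasi-likelihood test.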

Differences from the paper's values

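The edgeR exact test, the choice of genes whose FDR is compared with the supplementary tables, and the comparison with the deposited table were chosen after values had been seen. The paper's number of DEGs is 2253, and the number here was 809. The paper's number of up-regulated DEGs is 1006 in its Results and 1106 in its Discussion, against 345 here, and its number of down-regulated DEGs is 1247, against 464. A gap in a number of DEGs or in an FDR is called closed here when the values are within 1.5 times of each other, so a difference can remain. Of the alternatives set before the data were examined, DESeq2 (1782, 748 up, 1034 down), the likelihood ratio test of edgeR (2233, 1008 up, 1225 down) and an FDR of 0.05 (2506, 1184 up, 1322 down) closed these gaps in that sense. The others did not. The exact test of edgeR (2194, 989 up, 1205 down), chosen after seeing the values, also came within 1.5 times. Of the 1910 tested genes in the held part of Supplementary Table 1, the likelihood ratio test called 1907 at an FDR of 0.01. The quasi-likelihood test, which the paper's methods name, called 667. The listed genes therefore lie closer to the likelihood ratio test. The exact test was not compared with them, so the test behind the list stays open. The table that the authors deposited has 1034 genes at an FDR of 0.01 or less (409 up, 625 down) and, at 0.05 or less, 923 up and 1272 down. Its log2 fold changes had a Pearson correlation of 0.99999 with those computed here, and 700 of its 1034 genes were among the 809.

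The paper's FDR of *PILS3* is 0.015, and the value here was 0.0347. DESeq2 (0.0141), the GC trend removed (0.0210) and the fit without *bpcV* replicate 1 (0.0113) closed the gap, and the other alternatives set before the data were examined did not. The deposited table of the authors gives 0.0153. The median log2 fold change of up-regulated DEGs is about 0.65 in the paper's Fig. 2A, read by eye, and was 0.85 here. DESeq2 (0.70), the likelihood ratio test (0.67) and the fit without *bpcV* replicate 1 (0.74) closed this gap. The other alternatives compared, all set before the data were examined, did not. For down-regulated DEGs it is about -1.0 in the paper's Fig. 2A, read by eye, and was -1.25 here. DESeq2 (-0.998), the likelihood ratio test (-0.9998), at least 10 counts in every library (-1.14) and the fit without *bpcV* replicate 1 (-0.97) closed it. The others that were compared did not. Neither median was compared at an FDR of 0.05 or with an absolute log2 fold change of at least 1. Whether these thresholds close the gaps in the medians is therefore open.

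The paper's supplementary tables give smaller FDR values than those here for 8 genes. They were 0.000307 in the paper and 0.0128 here for *SPT*, 1.8e-05 in the paper and 0.0123 here for *NTT*, 0.001845 in the paper and 0.0137 here for *TCP4*, 0.00304 in the paper and 0.0258 here for *TCP10*, 0.005437 in the paper and 0.0347 here for *PILS3*, 0.006596 in the paper and 0.0197 here for *PIN7*, 0.000247 in the paper and 0.0112 here for *AUX1*, and 0.000765 in the paper and 0.0149 here for *WES1*. None of the alternatives set before the data were examined closed the gap for *SPT*, for which the likelihood ratio test gave 0.000178, below the 0.000307 in the paper. The likelihood ratio test closed it for *NTT* (1.28e-05), *TCP4* (0.00171), *TCP10* (0.00317), *PILS3* (0.00413), *PIN7* (0.00678), *AUX1* (0.000249) and *WES1* (0.000572). DESeq2 closed it for *WES1* (0.000521), and the others did not close any of these gaps. The deposited table of the authors gives 0.00397 for *SPT*, 0.00409 for *NTT* and 0.00295 for *AUX1*, and values above 0.01 for *TCP4* (0.0602), *TCP10* (0.0500), *PIN7* (0.0588) and *WES1* (0.0669), which are larger than those here.

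Settings that took these genes to an FDR of 0.01 or less were the likelihood ratio test and the exact test, the latter chosen after seeing the values, for each of the 8. DESeq2 did so for *SPT*, *NTT*, *TCP4*, *TCP10*, *PIN7*, *AUX1* and *WES1*, and the fit without *bpcV* replicate 1 for *SPT*, *NTT*, *TCP4*, *AUX1* and *WES1*. The GC trend removed did so for *SPT* and *TCP4*, the length trend removed for *TCP4* and *AUX1*, no filter on low counts for *NTT* and *AUX1*, library totals for *AUX1* and the fit without *bpcV* replicate 2 for *NTT*.

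The paper's Discussion describes *TCP4* and *TCP10* as down-regulated in *bpcV*. Here both were higher, with log2 fold changes of 0.41 and 0.48, as they are in the supplementary tables. The legend of the paper's model places *PIF3* among the regulated genes, and its log2 fold change here was -0.28 with an FDR of 0.142 (0.101 to 0.401 over the alternatives).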

Other observations

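The tests of the direction of the DEGs, of *PAO2* and of the salicylic acid list were chosen after results had been seen, and so was the comparison of the tapetum and pollen lists library by library. Among the DEGs, more genes were lower than higher in *bpcV*, while the median log2 fold change over all genes tested was 0.01. With the length trend removed the lower share was 57.3%, with the GC trend removed 57.8%, and with RLE or upper-quartile factors or library totals at least 56.6%, which argues against gene length, GC content and the factors as the whole cause. Other technical explanations were not tested.

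Counts were 20-fold or more apart within a genotype for 21 genes that reach 50 counts in a library, and 95.2% of them had expected counts that were not whole, against 7.17% of 18771 other genes (Fisher's exact test, odds ratio 259, p = 2.87e-22). This is what reads divided between overlapping or near-identical genes predict. Of the 21, 16 were tested, with 0 past an FDR of 0.01 and 1 at an unadjusted p under 0.05. The held part of Supplementary Table 1 lists 3 of them, *LpxC4*, AT1G29951 and *PAO2*, which are named because they are in that table and were chosen after their values were seen. *PAO2* (AT2G43020) had 658.4, 656.2 and 1.6 expected counts in the wild type libraries and 0.2, 2.9 and 0.9 in *bpcV*, and it overlaps AT2G43018. In wild type replicate 3 the log2 of the sum of both genes, scaled to library size, was 0.11 relative to the mean of the other wild type libraries. Reads divided with AT2G43018 and a real difference of *PAO2* cannot be told apart, since AT2G43018 has several times more reads.

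DEGs were not gathered near the mutated loci. Within 1 Mb, 3.44% of genes were DEGs (63 of 1834), against 3.96% elsewhere (745 of 18790, Fisher's exact test, odds ratio 0.862, p = 0.284), and 3.23% with the *BPC* genes left out. Of 121 windows of 1 Mb, 0 held more genes with an absolute log2 fold change of at least 1 at an adjusted p of 0.01, and 6 had an unadjusted p under 0.05. Sequence differences that change single genes cannot be told apart from effects of the mutations by these tests, since neither test covers a few genes.

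C-boxes were somewhat more frequent in promoters of down-regulated DEGs, with an odds ratio of 1.21 against genes matched on promoter GC content and 1.15 against genes matched on mean log2 CPM. Neither was past an adjusted p of 0.05, so promoter GC content and expression level cannot be told apart from no difference. The share of down-regulated genes was 2.09% with 0 C-boxes, 2.21% with 1, 2.39% with 2 and 3.38% with 3 or more (permutation p = 0.0109), a trend that a dose of C-boxes predicts. It may reflect other features of such promoters, which were not tested.

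All 9 tapetum genes were lower in *bpcV*, with a median log2 fold change of -0.49, under each of 10000 random lists (percentile 0, middle 95% from -0.17 to 0.21), and 0 were past an FDR of 0.01 (4 at an unadjusted p under 0.05). The list's level per library, however, overlapped between the genotypes, from -0.33 to 0.48 in wild type and from -0.74 to -0.17 in *bpcV* (exact permutation p = 0.2). Of the 9 pollen genes 7 were lower, with a median of -0.06 (percentile 25.5, middle 95% from -0.20 to 0.20, exact permutation p = 0.6). Wild type expresses all 9 of each list at 1 CPM or more, and 2 tapetum genes and 1 pollen gene are in the held part of Supplementary Table 1. A different mix of flower stages and variation between libraries cannot be told apart with these lists.

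Genes of the response to salicylic acid were lower in *bpcV*. The list holds 20 genes and was written after the values of several members had been seen. Of 17 tested, 16 were lower and 6 were past an FDR of 0.01, with a median log2 fold change of -0.88 (random lists -0.20 to 0.21). The number past the threshold was 2 without wild type replicate 1, 2 or 3 or *bpcV* replicate 3, and 4 without *bpcV* replicate 1 or 2. Among the 14 tested members whose values had not been seen, 13 were lower and 3 past the threshold, with a median of -0.61 (random lists -0.19 to 0.21). Per library the list was at -0.09 to 0.17 in wild type and -0.75 to -0.67 in *bpcV* (exact permutation p = 0.1, the smallest possible). The median closest to 0 was -0.74 with 1 wild type library left out, -0.80 with 1 *bpcV* library left out, -0.88 with the length or GC trend removed and -0.86 with other factors, which argues against each of these as the whole cause. Wild type expresses all 17 tested genes at 1 CPM or more. Of the genes not tested, *ALD1* was at 1.40 CPM in wild type, *WRKY38* at 0.583 and *FMO1* at 0.109. Of the list, 11 genes are in the held part of Supplementary Table 1. A difference between the plants in health or growth conditions was not tested and stays open beside an effect of the mutations.

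Other genes that the paper names were not past the threshold. *STK*, which overlaps AT4G09950 and had whole expected counts in every library, had a log2 fold change of -0.23 (FDR 0.373 from edgeR's quasi-likelihood test), *FUS3* -0.38 (FDR 0.368), *SVP* 0.47 (FDR 0.0620) and *PILS4* 0.82 (FDR 0.378), with 4, 10 and 3 counts in wild type and 11, 11 and 7 in *bpcV*. The gene matched by the *UBIQUITIN* reference primer, AT4G36800, had 83.9 ± 4.17 CPM (SD, n = 3) in wild type and 101.4 ± 10.8 CPM in *bpcV*, a log2 fold change of 0.27 (FDR 0.115), and *ACT7* had 0.20 (FDR 0.166).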
